# LSM14B is an Oocyte‐Specific RNA‐Binding Protein Indispensable for Maternal mRNA Metabolism and Oocyte Development in Mice

**DOI:** 10.1002/advs.202300043

**Published:** 2023-04-21

**Authors:** Hui Li, Hailian Zhao, Chunhui Yang, Ruibao Su, Min Long, Jinliang Liu, Lanying Shi, Yuanchao Xue, You‐Qiang Su

**Keywords:** female infertility, LSM14B, mRNA metabolism, oocytes, RNA‐binding proteins (RBPs), ribonucleoprotein (RNP) complexes

## Abstract

Mammalian oogenesis features reliance on the mRNAs produced and stored during early growth phase. These are essential for producing an oocyte competent to undergo meiotic maturation and embryogenesis later when oocytes are transcriptionally silent. The fate of maternal mRNAs hence ensures the success of oogenesis and the quality of the resulting eggs. Nevertheless, how the fate of maternal mRNAs is determined remains largely elusive. RNA‐binding proteins (RBPs) are crucial regulators of oogenesis, yet the identity of the full complement of RBPs expressed in oocytes is unknown. Here, a global view of oocyte‐expressed RBPs is presented: mRNA‐interactome capture identifies 1396 RBPs in mouse oocytes. An analysis of one of these RBPs, LSM family member 14 (LSM14B), demonstrates that this RBP is specific to oocytes and associated with many networks essential for oogenesis. Deletion of *Lsm14b* results in female‐specific infertility and a phenotype characterized by oocytes incompetent to complete meiosis and early embryogenesis. LSM14B serves as an interaction hub for proteins and mRNAs throughout oocyte development and regulates translation of a subset of its bound mRNAs. Therefore, RNP complexes tethered by LSM14B are found exclusively in oocytes and are essential for the control of maternal mRNA fate and oocyte development.

## 1 Introduction

A unique mode of regulation of gene expression exists in oocytes of most animal species that ensures the establishment of an oocyte‐specific gene expression program to drive oogenesis.^[^ ^1^ ^]^ In mammals, oocyte transcription occurs in the growth phase and gradually ceases as the oocyte approaches its final growth phase and acquires competence to resume meiosis. This transcriptional silent state lasts for the entire process of oocyte meiotic maturation, and new transcription event will not take place until after fertilization when zygotic genome activation (ZGA) initiates in the early‐stage embryos.^[^ ^2^ ^]^ Maternal mRNAs accumulated in the growing oocytes are vital for supporting oocyte maturation, fertilization and early‐stage embryo development, and regulation of maternal mRNA metabolism is essential for controlling gene expression in oocytes.^[^ ^3^ ^]^

Oocyte mRNAs are mostly stable before oocyte maturation, a condition that enables storage of maternal messages for later use.^[^ ^1^ ^]^ However, the fate of stored maternal mRNAs changes when oocytes reach the fully‐grown stage and undergo meiotic maturation. Some mRNAs are translated to support oocyte maturation, whereas many others are degraded in preparation for establishing the embryo‐specific developmental program.^[^ ^1^, ^3^, ^4^ ^]^ Specific degradation of certain mRNAs also occurs in the growing oocytes, which is important for oocyte acquisition of meiotic and developmental competence, and for maintaining genome integrity.^[^ ^5^ ^]^ Therefore, the fate of maternal mRNAs ensures the success of oogenesis and the quality of the resulting eggs. Nonetheless, how the fate of maternal mRNAs is determined remains elusive.

RNA‐binding proteins (RBPs) are major participants in the regulation of oocyte mRNA metabolism,^[^ ^6^ ^]^ however, the identity and function of the full complement of RBPs expressed in oocytes remains deficient. Here, after capturing and characterizing the RBPome of mouse oocytes, we put forward a global view of the oocyte‐expressed RBPs and discovered the role of LSM family member 14B (LSM14B)‐directed RNA‐protein interaction networks associated with the regulation of maternal mRNA metabolism and oogenesis.

## 2 Results

### 2.1 Capture of the Mouse Oocyte RBPome

To gain a global view of the mRNA interacting RBPs in oocytes, we performed mRNA interactome capture (RIC) analysis using 50 000 fully‐grown oocytes (FGOs) (equivalent to ≈10^8^ HeLa cells in the amount of total proteins) collected from normal wild type prepubertal mice, as previously reported by Hentze Group.^[^ ^7^ ^]^ This approach combines UV cross‐linking and oligo(dT) capture to pull down mRNA‐bound RBPs in live oocytes for subsequent quantitative mass spectrometry (MS) (Figure S1A,B, Supporting Information). This analysis identified 1149 and 549 putative RBPs in the first and the second biological replicate, respectively, which gave rise to 1396 total putative RBPs in two independent experiments (Dataset S1, Supporting Information). There were 302 proteins present in both replicates, the intensity (iBAQ) of which correlated well between replicates (*R* = 0.86, *p* < 0.0001) (Figure S1C,D, Supporting Information). By comparing the 1396 putative mouse oocyte RBPs identified here with publicly available human and mouse RBP datasets extracted from the EMBL RBPbase (https://rbpbase.shiny.embl.de/), we defined 632 overlapping proteins as “confirmed RBPs,” while the remaining 764 proteins were designated as “unknown RBPs” (**Figure** **1**A; Dataset S1, Supporting Information). Gene enrichment analysis suggested that the former set was mainly involved in processes related to “mRNA metabolism and processing” (Figure 1B). In contrast, the latter set was associated with diverse processes unrelated to RNA biology (Figure S1C, Supporting Information).

**Figure 1:**
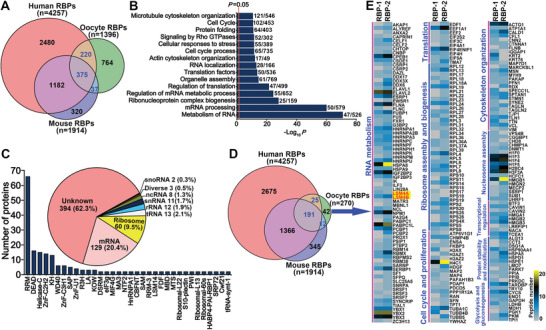
Identification and characterization of RBPs expressed in fully‐grown mouse oocytes. A) Venn diagram comparing the oocyte RBPs identified here with the human and mouse RBP datasets extracted from the EMBL RBPbase. B) Bar graph illustrating the pathways associated with the “confirmed oocyte RBPs” (defined by the presence in the RBPbase). C) The RNA binding properties and RBD compositions of the “confirmed oocyte RBPs.” The pie chart demonstrates the number and proportion of each type of RBP as categorized by the properties of their binding targets. The bar graph shows the number of RBPs with a specified RBD. D) Venn diagram comparing the refined list of mouse oocyte RBPs (defined by the MS‐peptide number ≥2) with the human and mouse RBP datasets. E) Heatmaps illustrating the peptide abundance and functional properties of the refined oocyte RBPs that are also present in the RBPbase.

Further manual curation of the 632 “confirmed RBPs” revealed a subset of 238 (37.7%) RBPs known to bind RNA, while another subset of 394 (62.3%) RBPs were not yet annotated for their role in RNA binding (Figure 1C; Dataset S1, Supporting Information). Among well‐annotated RBPs, the vast majority were ribosomal or mRNA‐binding proteins (Figure 1C; Dataset S1, Supporting Information). Moreover, 225 of the “confirmed RBPs” contained at least one defined RNA‐binding domain (RBD) in their protein structure, with the most prevalent RBDs including RRM, DEAD, Helicase‐C, ZnF‐C2H2, and KH (Figure 1C; Dataset S1, Supporting Information).

The list of oocyte RBPs was defined further by including only proteins with a detected MS‐peptide number ≥2, resulting in a smaller set of 270 proteins (188 in the first biological replicate, 255 in the second biological replicate, and 143 in both replicates) that comprised the oocyte RBPome, 228 of which were found in the EMBL RBPbase (Figure 1D; Figure S1C and Dataset S1, Supporting Information). Two‐thirds of the 228 known RBPs were predicted to participate in processes related to “RNA metabolism” and “cell cycle,” while the others were involved in “regulation of cytoskeleton organization,” “nucleosome assembly/transcription,” “protein stability/modification, and glycolysis/gluconeogenesis” (Figure 1E). Notably, this protein list included both RBPs with well‐established, essential functions in oogenesis (e.g., CPEB1,^[^ ^8^ ^]^ DAZL,^[^ ^9^ ^]^ and YBX2 (MSY2)^[^ ^10^ ^]^), as well as others with currently undefined roles in mammalian oogenesis (e.g., LSM14A/B^[^ ^11^ ^]^ and RBPMS2^[^ ^12^ ^]^). This mouse oocyte RBPome provides a rich resource for exploring the fate‐determination mechanisms for maternal mRNAs.

### 2.2 Defining LSM14B as an Oocyte‐Specific RBP Essential for Mouse Oogenesis

LSM14A and LSM14B are two vertebrate paralogs of the highly conserved LSM14 protein family implicated in the regulation of maternal mRNA metabolism and oogenesis in various species.^[^ ^11^, ^13^ ^]^ They were, therefore, selected to further investigate the potential participation of newly identified oocyte RBPs in the regulation of the fate of maternal mRNA. Their expression in mouse oocytes was first verified by Western blot (WB) and immunofluorescence (IF) analyses (**Figure** **2**A–D). LSM14A was detectable in most of the mouse tissues and was generally restricted to cumulus and mural granulosa cells of the large antral follicles within the ovary (Figure 2A,C). LSM14A was barely detectable in FGOs although prominent expression was observed in oocytes of primordial follicles (Figure 2A,C). In contrast, LSM14B was exclusively expressed in the oocytes at all follicle stages, and not in granulosa cells or any of the other tissues (Figure 2B,D). These distinct expression patterns between the two LSM14 paralogs in mice suggested that LSM14B might function as an oocyte‐specific RBP in mammals.

**Figure 2:**
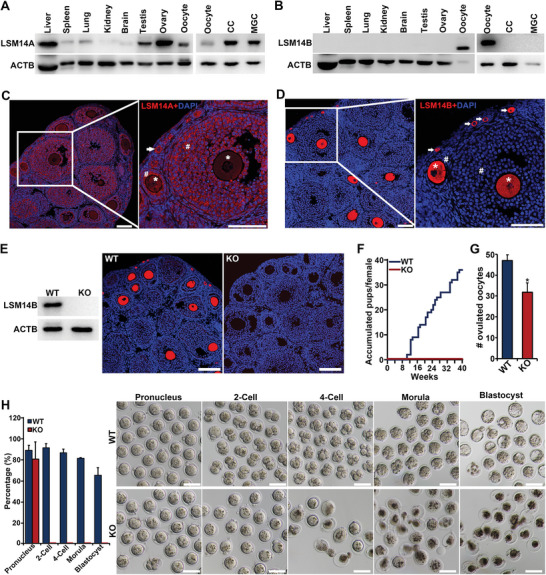
Oocyte‐specific expression and function of LSM14B in mice. A,B) Western blot (WB) analysis of the expression of LSM14A and B in various mouse tissues, and the cells within the large antral follicle, that is, the oocyte, cumulus cell (CC), and mural granulosa cell (MGC) (*n* = 2). In Panel A, 400 fully‐grown oocytes (FGOs) were loaded for comparison with various mouse tissues, and 50 FGOs were loaded for comparison with CC and MGC. In Panel B, 100 FGOs were loaded for comparison with various mouse tissues, and 50 FGOs were loaded for comparison with CC and MGC. C,D) Immunofluorescence (IF) staining of LSM14A and B in the ovaries of 21 day old mice (*n* = 2). The magnified views of the boxed areas are shown in the right panels, with the arrow pointing to the non‐growing oocyte in the primordial follicles, * indicating the growing and fully‐grown oocytes, and # showing granulosa cells. LSM14A and B are stained in red, and DNA is counterstained in blue. Scale bars represent 100 µm. E) WB and IF staining showing the complete deletion of LSM14B protein in *Lsm14b*‐KO oocytes. LSM14B is stained in red, and DNA is counterstained in blue (*n* = 3). F) Fertility test of the wild type (WT, *n* = 4)‐ and *Lsm14b*‐KO (KO, *n* = 6) female mice. G) Oocyte count after superovulation of the 24 day old WT‐ and *Lsm14b*‐KO female mice. Data are the mean ± s.e.m (*n* = 11 and 7 in the WTs and KOs, respectively). *p < 0.05, compared with the KOs by student *t*‐test. H) The rate (left bar graph) and representative micrograph (right panel) of pronucleus, 2‐cell, 4‐cell, morula, and blastocyst embryos formed by ovulated WT‐ and *Lsm14b*‐KO oocytes after in vitro fertilization with WT‐ normal sperm (*n* = 2). Scale bars represent 100 µm.

The possible role of LSM14B in oogenesis was investigated using mice carrying a targeted knockout allele of *Lsm14b* (*Lsm14b* ^tm1a(KOMP)Mbp^) induced by reporter‐tagged insertion. In *Lsm14b* ^tm1a(KOMP)Mbp^‐homozygous females, LSM14B protein expression in oocytes was undetected (Figure 2E), verifying that *Lsm14b* ^tm1a(KOMP)Mbp^ (hereafter referred to as *Lsm14b*‐KO) is a null allele. The *Lsm14b*‐KO male mice showed normal fertility and were used for colony maintenance. However, *Lsm14b*‐KO female mice were infertile (Figure 2F), and ovulated slightly fewer eggs than the wild types (WTs) (Figure 2G). When these mutant eggs were fertilized by WT‐sperm in vitro, neither cleavage nor blastocyst formation occurred, instead they gradually degenerated in culture (Figure 2H). Unlike the ovulated WT‐eggs that arrested at metaphase II (MII), the majority (80%) of the *Lsm14b*‐KO ovulated eggs arrested at interphase, with a prominent pronucleus (PN)‐like internal structure (**Figure** **3**A). Thus, infertility in *Lsm14b*‐KO females was caused, at least in part, by failure of oocytes to progress to metaphase II. Therefore, LSM14B is required for oocyte meiotic progression and female fertility in mice.

**Figure 3:**
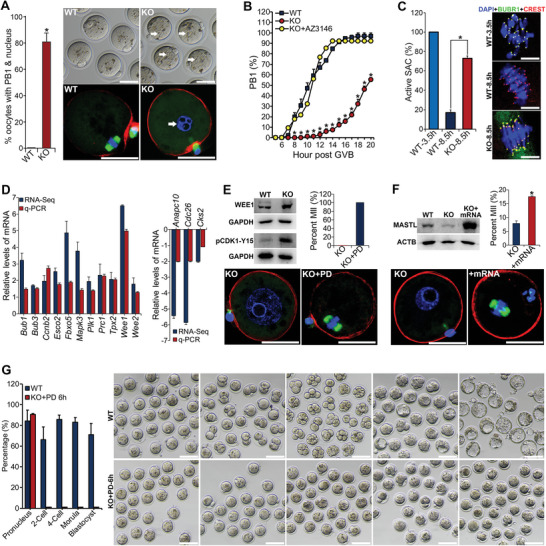
Compromised progression of meiosis to metaphase II in *Lsm14b*‐KO oocytes. A) The oocytes ovulated by *Lsm14b*‐KO mice have a visible first polar body (PB1) and pronucleus (PN). Data are the mean ± s.e.m (*n* = 3). *p < 0.05, compared with the KOs by student *t*‐test. Representative microphotographs of the WT‐ and *Lsm14b*‐KO‐ ovulated oocytes are shown on the right, with IF staining of the oocyte spindle (green), chromosome (blue) and F‐actin (red) indicated at the bottom. Arrows indicate the PN. Scale bar = 50 µm. B) Kinetics of the emission of PB1 in WT‐ and *Lsm14b*‐KO‐oocytes, and the *Lsm14b*‐KO‐oocytes treated with the MPS1 inhibitor (AZ3146) during IVM. C) Defective inactivation of SAC in *Lsm14b*‐KO oocytes. The bar graph shows the quantification of the percentage of oocytes with BUBR1 positively stained at the kinetochores (active spindle assembly checkpoint) after IVM for 3.5 or 8.5 h. Data are the mean ± s.e.m (*n* = 3). *p < 0.05 by Student's *t*‐test. The right micrographs demonstrate the IF staining of BUBR1 (green), CREST (red), and DNA (blue) in the oocytes after IVM for 3.5 or 8.5 h. Scale bar = 5 µm. D) Changes of the expression of meiotic progression‐related genes in *Lsm14b*‐KO‐oocytes as detected by RNA‐Seq and q‐PCR. The levels of the WT groups were normalized to 1 in both the RNA‐Seq and qRT‐PCR analyses, which were not shown in the figure. E) Upregulation of WEE1 and pCDK1‐Y15 (inactive CDK1) protein in the GV‐stage fully‐grown oocytes (FGOs) of the *Lsm14b*‐KO‐mice (WB gel graphs), and rescue of the PN‐arrest phenotype in the ovulated *Lsm14b*‐KO‐oocytes that have a visible PN by treatment with WEE kinase inhibitor, PD16685 (the bar graph and microphotographs). G) Downregulation of MASTL protein in the GV‐stage FGOs of *Lsm14b*‐KO‐mice (WB gel graphs), and partial rescue of the PN‐arrest phenotype in *Lsm14b*‐KO‐oocytes by microinjection of the GV‐stage FGOs with *Mastl* mRNA followed by in vitro maturation (the bar graph and microphotographs). In E,F), spindles, chromosomes, and F‐actin are stained in green, blue and red, respectively, Scale bar = 50 µm. G) Compromised developmental competence in the *Lsm14b*‐KO‐oocytes. The ovulated *Lsm14b*‐KO‐oocytes that have a visible PN were rescued to MII by treatment with WEE kinase inhibitor, PD16685, for 6 h, and then fertilized in vitro with normal sperms isolated from WT‐mice. The rate and representative micrograph of pronucleus, 2‐cell, 4‐cell, morula, and blastocyst embryos was shown in the left (bar graph) and the right panels, respectively (*n* = 2). Scale bars represent 100 µm.

To characterize the full extent of defects in meiotic progression in *Lsm14b*‐KO oocytes, oocytes were injected with mRNAs encoding green fluorescent protein (GFP)‐tagged tubulin and mCherry‐tagged histone. In addition to confirming PN formation, in vitro maturation (IVM) and live‐cell imaging revealed that MI‐to‐anaphase I (AI) transition and the first polar body emission (PBE) were both significantly delayed (3–5 h) in *Lsm14b*‐KO oocytes (Figure 3B; Figure S2A,B, and Movies S1 and S2, Supporting Information). In accordance with the delayed onset of AI, a large proportion (73.03%) of *Lsm14b*‐KO MI‐oocytes were stained positively for BUB1B (BUBR1) expression at their kinetochores, indicating prolonged activation of the spindle assembly checkpoint (SAC) (Figure 3C). Chemical inhibition of the upstream TTK (MPS1) kinases by AZ3146 treatment to pass the SAC led to complete rescue of the prolonged MI and delayed PBE defects in *Lsm14b*‐KO oocytes (Figure 3B). Despite prolonged SAC activation, no differences were observed between WT‐ and Lsm14b‐KO oocytes in either the timing of meiotic progression to MI, the MI‐spindle assembly and chromosome alignment, or microtubule attachment to kinetochores (Figure S2A,B,D, and Movies S1 and S2, Supporting Information). These results led us to hypothesize that the prolonged MI was related to a failure to initiate anaphase, rather than defects leading to SAC activation.

To test this possibility, the activity of the anaphase‐promoting complex (APC) was estimated by injecting WT‐ and *Lsm14b*‐KO oocytes with mRNAs encoding Venus‐tagged CCNB1 (Cyclin B1) and mCherry‐tagged PTTG1 (Securin) and monitored dynamic changes in these proteins in oocytes during IVM via live‐cell imaging (Figure S3, Supporting Information). While CCNB1‐Venus abruptly declined in WT‐oocytes at ≈13 h post IVM, immediately prior to AI onset, the decrease in CCNB1‐Venus was considerably less and significantly delayed in *Lsm14b*‐KO oocytes (Figure S3, Supporting Information). Moreover, in the absence of *Lsm14b*, CCNB1‐Venus levels were not partially restored after MI‐to‐AI transition as observed in WT oocytes (Figure S3, Supporting Information), which could consequently lead to low levels of MPF and meiotic entry into interphase. We also observed similar defects in PTTG1‐mCherry dynamics in the *Lsm14b*‐KO oocytes (Figure S3, Supporting Information). Collectively, these data indicated that the prolonged MI and failed meiotic progression to MII phenotypes of *Lsm14b*‐KO oocyte were most likely caused by delayed activation of the APC at the end of MI and an inability to reactivate maturation‐promoting factor (MPF) after MI‐to‐AI transition.

### 2.3 Mis‐Expression of Genes Crucial for Meiotic Progression in *Lsm14b*‐KO Oocytes

To gain more mechanistic insights on how *Lsm14b*‐KO caused oocyte meiotic defects, transcriptome‐ and proteome‐wide changes in gene expression in *Lsm14b*‐KO oocytes were investigated. Transcriptomic analysis identified 2285 differentially expressed genes (DEGs; 970 up, 1315 down) between WT and *Lsm14b*‐KO immature germinal vesicle (GV)‐stage FGOs (Figure S4A, Supporting Information). These were enriched in distinct categories of biological pathways (Figure S6B,C, and Dataset S2, Supporting Information). Upregulation of *Bub1*, *Bub3*, *Ccnb2*, *Esco2*, *Fbxo5* (*Emi1*), *Mapk3* (*Erk1*), *Plk1*, and *Tpx2*, and the downregulation of *Anapc10*, *Cdc26* (*Anapc12*), and *Cks2* in the *Lsm14b*‐KO oocytes was found and validated (Figure 3D). Since these genes are reportedly crucial for the control of oocyte meiotic progression,^[^ ^14^ ^]^ their mis‐expression in oocytes could account for the phenotypes of prolonged MI and delayed MI‐to‐AI transition, respectively. In addition, *Wee1* and *Wee2* mRNAs were also upregulated in *Lsm14b*‐KO oocytes, as was WEE1 protein (Figure 3D,E). As negative regulators of CDK1,^[^ ^15^ ^]^ WEE upregulation could maintain low levels of MPF activity following MI‐to‐AI transition, thereby preventing oocyte entry to MII. Indeed, pCDK1‐Y15 (i.e., inactive CDK1) levels were elevated in *Lsm14b*‐KO oocytes, and treatment with WEE kinase inhibitor, PD166285, effectively induced MII in *Lsm14b*‐KO oocytes (Figure 3E).

Proteomic analysis identified 326 differentially abundant proteins between *Lsm14b*‐KO and WT oocytes, which were notably enriched in “membrane trafficking and protein transport,” “cell cycle,” and “‘RNA/amino acid/carbon metabolism” pathways (Dataset S3 and Figure S5A–C, Supporting Information). Comparison with the above DEGs identified 84 (23 down, 28 up) protein/mRNA pairs common to both datasets (Figure S5D–F, Supporting Information). However, no change in expression was detected for mRNAs corresponding to a large proportion (>84%) of the differential proteins, indicating the involvement of posttranscriptional regulation. Among these discrepant mRNA/protein pairs, proteomic and WB analysis showed that MASTL protein was almost undetectable in *Lsm14b*‐KO oocytes but abundant in WT (Figure 3F **;** Dataset S3, Supporting Information). Since *Mastl* deletion reportedly induces the same phenotype as *Lsm14b*‐KO in oocytes,^[^ ^16^ ^]^ whether downregulation of MASTL protein contributed to the meiotic defects in *Lsm14b*‐KO oocytes was investigated. Microinjection with *Mastl*‐mRNA to increase MASTL protein levels in *Lsm14b*‐KO oocytes led to 50% higher numbers of MII‐oocytes (Figure 3F), indicating that downregulation of MASTL could contribute, at least in part, to meiotic failure in *Lsm14b*‐KO oocytes.

Interestingly, the *Lsm14b*‐KO MII‐stage oocytes rescued by the WEE kinase inhibitor, PD166285, were able to be fertilized in vitro by the WT‐sperm, and formed pronuclei (Figure 3G). However, these pronucleus‐stage embryos derived from the *Lsm14b*‐KO oocytes failed to cleave and develop further (Figure 3G), thus implying that LSM14B is also crucial for oocyte acquisition of full developmental competence.

### 2.4 Identification of LSM14B‐Bound mRNAs in Oocytes by LACE‐Seq

The linear amplification of complementary DNA ends and sequencing (LACE‐Seq) method developed by us recently was used to identify LSM14B‐bound mRNAs in mouse oocytes at single‐nucleotide resolution.^[^ ^17^ ^]^ In total, 78 741 binding peaks were detected genome‐wide, mapping to 9253 mRNAs that were enriched in a variety of processes and pathways (Dataset S4 and Figure S6A, Supporting Information). Fifteen percent of the binding sites were within the 3′UTR of LSM14B‐bound mRNAs, with CCUCUC serving as the most enriched hexamer (**Figure** **4**A,B). Manual curation of these LSM14B‐bound mRNAs further identified a subset of transcripts typified by those encoding “star factors,” proteins well‐established to play essential roles in oogenesis (Figure 4C; Table S2, Supporting Information), including 1) RBPs involved in RNA metabolism and translation crucial for oocyte nuclear and cytoplasmic maturation, for example, PATL2,^[^ ^18^ ^]^ YBX2,^[^ ^10^ ^]^ and ZAR1;^[^ ^19^ ^]^ 2) cell cycle‐regulatory factors essential for oocyte meiotic progression, for example, CKS2,^[^ ^14g^ ^]^ MOS,^[^ ^20^ ^]^ and WEE2;^[^ ^21^ ^]^ 3) key oocyte‐derived paracrine factors (ODPF) and oocyte and follicle developmental regulatory factors, for example, GDF9,^[^ ^22^ ^]^ GPR3,^[^ ^23^ ^]^ and PDE3A;^[^ ^24^ ^]^ 4) Epigenetic regulators essential for maintenance of oocyte genome integrity, and oocyte‐to‐embryo transition, for example, DPPA3 (Stella),^[^ ^25^ ^]^ NPM2,^[^ ^26^ ^]^ and TRIM28;^[^ ^27^ ^]^ 5) components of the oocyte‐specific subcortical maternal complex (SCMC) also essential for oocyte‐to‐embryo transition, for example, NLRP5 (MATER),^[^ ^28^ ^]^ PADI6,^[^ ^29^ ^]^ and TLE6;^[^ ^30^ ^]^ and 6) transcriptional factors essential for oocyte development, for example, BRWD1,^[^ ^31^ ^]^ FOXO3,^[^ ^32^ ^]^ and NOBOX.^[^ ^33^ ^]^ The binding of LSM14B to these “star factor” transcripts in oocytes suggests that it performs key functions in coordinating RNA‐protein interaction networks necessary for normal oocyte and follicle development.

**Figure 4:**
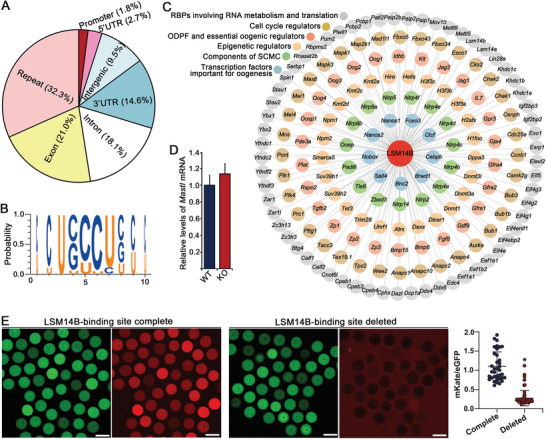
Characterization of LSM14B‐bound RNAs identified in oocytes by CLIP and LACE‐Seq. A) Pie chart depicting the genomic distribution of LSM14B binding sites. B) Sequence logo representation of the LSM14B‐binding consensus calculated from the top‐20 enriched hexamers. C) Network illustration of the specific subset of LSM14B‐bound mRNAs typified by those encoding known “star factors” of oogenesis. D) qRT‐PCR comparison of *Mastl* mRNA levels in WT‐ and *Lsm14b*‐KO FGOs. Data are the mean ± s.e.m (*n* = 3). No significant difference between the WTs and KOs by Student's *t*‐test. E) UTR‐reporter assay to evaluate the effect of LSM14B binding to 3′UTR on Mastl mRNA translation. “Complete” indicates that the 3′UTR sequence of *Mastl* mRNA is intact, while the “Deleted” refers to the binding site for LSM14B is deleted from the 3′UTR sequence of Mastl mRNA. Scale bar = 100 µm.

Additionally, LACE‐Seq revealed that *Mastl* mRNAs were bound to LSM14B through three binding sites, two in the *Mastl* coding region and one in the 3′UTR (Dataset S4, Supporting Information). Since the data presented above show that MASTL protein was significantly downregulated in *Lsm14b*‐KO oocytes, we speculated that LSM14B could post‐transcriptionally regulate *Mastl* expression by either binding or stabilizing its transcripts or by promoting their translation. Supporting this possibility, steady state levels *Mastl* mRNA did not significantly differ between *Lsm14b*‐KO and WT oocytes (Figure 4D), indicating that LSM14B did not affect *Mastl* mRNA stability. To verify whether LSM14B could promote MASTL translation, live‐cell imaging of WT oocytes was used after injection with complete or LSM14B‐binding site‐deleted *Mastl*‐3′UTRs tethered downstream of an mKate fluorescence reporter (Figure S6B, Supporting Information). Co‐injection of complete mKate‐fused UTR with EGFP control transcripts in WT oocytes resulted in obvious fluorescence expression of both mKate and EGFP reporters, whereas injection with the binding site‐deleted *Mastl*‐3′UTR reporter produced nearly undetectable mKate signal, while EGFP was fully expressed (Figure 4E). Taken together, these data suggested that LSM14B can bind to *Mastl* mRNA and promotes its translation, supporting a role for LSM14B in ensuring the translation of meiosis‐related transcripts.

### 2.5 LSM14B Promotes Translation of Oogenesis‐Related mRNAs

A genome‐wide investigation of the effects of *Lsm14b*‐KO on mRNA translation in oocytes was conducted to obtain a broad perspective of LSM14B contributions to regulating oocyte translation. 

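Lysates of about 1500 GV-stage oocytes were separated on sucrose gradients. The oocytes came from 3-week-old WT and *Lsm14b*-KO mice, collected 46 h after injection of 5 IU of PMSG. The densest sucrose was 55% according to the paper and 50% according to the sample labels. Fractions 1 to 10 of each gradient were pooled as the RNP pool, and fractions 11 to 28 were pooled as the polysome pool. Each pool was sequenced from 3 WT and 3 KO replicates, which gave 12 libraries. The RNP pool is not reported on in the paper's results. cDNA was amplified by Smart-seq2, a procedure for very small amounts of RNA, and sequenced with paired-end reads of 150 bp. The authors mapped the reads to mm10 with tophat2 and calculated FPKM (fragments scaled to transcript length and to the mapped fragments of the library) with cufflinks. Their deposited table gives 1 FPKM for each of 24259 gene symbols in each library.

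The number of fragments behind each library was estimated from the lowest FPKM values, which rose in steps of whole fragments. With FPKM multiplied by the transcript length less 200 bases, in kb, 1 fragment was worth between 0.1275 and 0.2075. The WT polysome libraries then held between 6.15 and 7.84 M fragments (M, mega) (median 6.35 M), and the KO polysome libraries between 4.82 and 6.35 M (median 5.06 M). The WT RNP libraries held between 6.35 and 7.27 M (median 6.56 M), and the KO RNP libraries between 6.56 and 7.55 M (median 6.56 M). Between 10566 and 10814 genes had an FPKM above 0 in WT polysomes, and between 11458 and 11650 in KO polysomes. The RNP libraries had between 11270 and 12720 such genes in WT and between 12487 and 12595 in the KO. Each KO polysome library thus held more detected genes than each WT one, at a lower median depth. Whether this adds to rises from 0 FPKM in WT polysomes was not tested. The 10 most abundant genes made up between 11.6% and 14.7% of the summed FPKM in each library except the KO polysome library of replicate 2. There they made up 34.7%, mostly through *Mir300*, which was listed at 170809 FPKM.

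*Lsm14b* lies on chromosome 2 of GRCm38 from 180024987 to 180035465. Its FPKM was 34.6, 29.3 and 27.4 in the WT RNP libraries and 11.3, 15.3 and 13.2 in the WT polysome libraries. In the KO it was 0.893, 0.0627 and 0 in the RNP libraries and 0.260, 0 and 0.0876 in the polysome libraries. Each KO library thus lay below every WT library of its pool (exact permutation test, two-sided p = 0.1, the smallest value that 3 libraries against 3 allow). On the scale of log2(FPKM + 1), *Lsm14b* changed by -3.67 in polysomes (standard error 0.42, adjusted p = 0.00271 from limma with Benjamini-Hochberg adjustment) and by -4.63 in the RNP pool (standard error 0.35, adjusted p = 5.66e-05 from limma). With each replicate left out in turn, these changes ranged from -3.76 to -3.60 and from -4.92 to -4.46.

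Pearson correlations of log2(FPKM + 1) between replicates were 0.883 to 0.885 in WT polysomes, 0.933 to 0.936 in KO polysomes, 0.907 to 0.932 in WT RNP and 0.960 to 0.962 in KO RNP, across 10949 genes of the table. All comparisons used linear models on this scale, with genes kept at an FPKM of at least 1 in at least 3 libraries of the comparison. The pseudocount of 1 makes the changes of weakly expressed genes smaller. In simulated libraries with the spread of the real ones, limma recovered 95.5% of 200 genes changed by 2 on the log2 scale among 9536 genes, and 40.0% of 200 genes changed by 1. The changed genes were drawn only from those above about 5 FPKM in WT polysomes, so recovery of weaker genes was not tested.

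**Figure D1:**
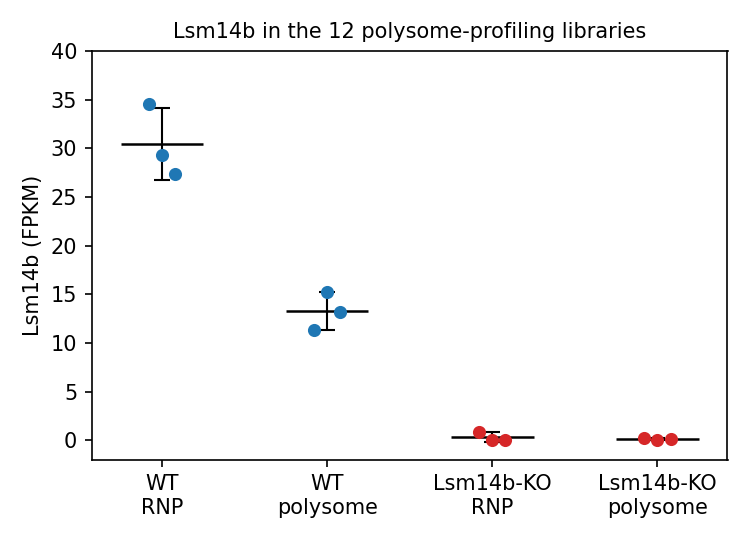
FPKM of *Lsm14b* (vertical axis) in the RNP and polysome libraries of WT and *Lsm14b*-KO oocytes. Each point is 1 library, long lines are means and bars are SD (n = 3), and the KO libraries all lie below 1 FPKM.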

Sequencing the polysome‐loaded mRNAs in the GV‐stage FGOs followed by calculating translational efficiency (T_E_; i.e., ratio of polysome‐loaded to total transcripts) for each mRNA identified 1465 transcripts with significantly different T_E_ between *Lsm14b*‐KO and WT oocytes (Dataset S5, Supporting Information). 

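In the polysome pool, 9536 genes were tested and 989 differed between KO and WT at an adjusted p from limma under 0.05. Of these, 538 were higher and 451 were lower in the KO, and 2505 genes passed an unadjusted p of 0.05. The count moved most when KO replicate 3 was left out, to 383 genes, and the balance then turned, with 136 higher and 247 lower. Without KO replicate 2 it was 149 higher and 249 lower, and without KO replicate 1 it was 247 higher and 275 lower, while rescaling each library to the same median gave 652 higher and 431 lower. The median change of all tested genes was 0.10 on the log2 scale, and 0.14 after each library was rescaled to the same median FPKM.

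The largest rises in polysomes, among genes with a mean of at least 5 FPKM that moved alike in each same-numbered pair, were those of *Hist1h4d*, *Wbp5* and *Ccl2*. *Ccl2* was listed at 22.3, 26.7 and 31.6 FPKM in the KO and at 0, 0 and 5.03 FPKM in WT polysomes, a log2 change of 3.92 (standard error 0.70, adjusted p = 0.0116 from limma). *Wbp5* was listed at 23.9, 15.6 and 11.1 FPKM in the KO and at 0 in each WT polysome library. *Hist1h4d*, whose reads can be shared with near-identical histone genes, changed by 4.27 (standard error 1.03, adjusted p = 0.0341 from limma). The largest falls were those of *Cxcr3*, *Pnpla3* and *Socs1*. *Cxcr3* was listed at 56.6, 49.1 and 36.3 FPKM in WT polysomes and at 0 in each KO polysome library. *Pnpla3*, at a locus where annotated genes overlap, changed by -4.83 (standard error 0.48, adjusted p = 0.00174 from limma). *Socs1* changed by -4.50 (standard error 0.54, adjusted p = 0.00296 from limma). *Cxcr3*, *Pnpla3* and *Socs1* also had lower means in the RNP pool of the KO, so their falls were not limited to polysomes. Mean FPKM in RNP was 59.2, 55.8 and 82.0 in WT and 7.98, 0.0975 and 7.74 in the KO, in that order.

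Total mRNA was sequenced in other libraries, which were not analysed here, so the share of each transcript in polysomes was set against the RNP pool in place of total transcripts. This ratio differed between KO and WT for 26 of 10949 genes at an adjusted p from limma under 0.05, 9 higher and 17 lower, and for 1220 genes at an unadjusted p under 0.05. It moved most when a KO replicate was left out. Then 0 genes passed, with 880, 882 and 852 genes at an unadjusted p under 0.05 without KO replicate 1, 2 and 3. With each polysome library paired with the same-numbered RNP library of its genotype, 0 genes passed and 1129 had an unadjusted p under 0.05. Same-numbered libraries did not deviate together, with mean correlations of -0.0090 between the WT pools and -0.0063 between the KO pools.

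The ratio fell most for *Tmsb4x*, *Cetn2* and *Atp5g1*. *Cetn2*, on chromosome X of GRCm38 from 72913532 to 72918411, had 222 ± 7.53 FPKM in WT polysomes, 43.3 ± 9.47 in WT RNP, 162 ± 4.35 in KO polysomes and 108 ± 6.82 in KO RNP (SD, n = 3). Its ratio changed by -1.76 (standard error 0.21, adjusted p = 0.0109 from limma). *Atp5g1* had similar polysome and RNP values in WT, at 54.5 ± 4.17 and 50.3 ± 1.06 FPKM, and lower polysome than RNP values in the KO, at 48.0 ± 12.0 and 142 ± 1.50 FPKM (SD, n = 3). The ratio rose most for *Mocs1*, *1700030A11Rik* and *Zfp784*, each of which was at or near 0 FPKM in at least 1 WT polysome library. *Mocs1* changed by 3.41 (standard error 0.59, adjusted p = 0.0346 from limma).

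Dataset S5 labels 990 transcripts as having lower T_E_ and 474 as having higher T_E_ in the KO, and 1447 of its 1464 symbols matched the deposited table. The transcripts of lower T_E_ had a median polysome change 0.12 below that of all genes, and 0 of 10000 random lists matched on expression lay as low. Of the 978 tested, 501 (51.2%) changed by less than 0, 92 were called lower and 71 were called higher. Their polysome-to-RNP ratio was 0.14 below the median of all genes, with 572 (58.5%) below 0 and 0 of 10000 random lists as low. The matched random lists themselves had a middle range from -0.098 to -0.030, so part of this shift goes with expression level. The transcripts of higher T_E_ lay 0.30 above all genes in polysomes and 0.29 above in the ratio, with 0 of 10000 random lists as high in each case. Adjusted over the lower-T_E_ list alone, 229 genes passed in polysomes where 163 passed over all genes, and 45 in place of 8 passed for the ratio. For the higher-T_E_ list, 112 in place of 80 passed in polysomes, and 0 passed for the ratio either way, with 86 at an unadjusted p under 0.05. These lists are the paper's own calls and were chosen with the same polysome values. Across 1432 genes, which are not independent replicates, the paper's log2 T_E_ change and the change of the ratio had a Spearman correlation of 0.413 and a Pearson correlation of 0.464, and 62.2% had the same direction. Both changes hold the same polysome values. A positive correlation can follow from this alone, so no agreement of the RNP pool with total mRNA is concluded from it.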

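The authors' RNA-seq list of changed transcripts (Dataset S2) compares total mRNA of KO and WT oocytes. The 1998 entries used here comprised 1315 that were lower and 683 that were higher in the KO, while the transcripts with larger rises were not used here. Of the 1447 matched transcripts with changed T_E_, 379 were among these entries and 1068 (73.8%) were not. Of the transcripts outside the entries, those with lower T_E_ had a median polysome change 0.19 below that of all genes, with 406 (54.9%) below 0, and 0 of 10000 random lists matched on expression lay as low. Those with higher T_E_ lay 0.53 above, with 37 (12.1%) below 0, and 0 of 10000 random lists lay as high. T_E_ was calculated from the same polysome values. Taking out transcripts with a listed change of total mRNA can leave those whose T_E_ changed through polysomes. Such shifts can thus follow from the choice, and no conclusion on translation is drawn from them.

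The transcripts inside the entries were tested separately. Those with lower T_E_ had a median polysome change 0.02 above that of all genes, at percentile 54.4 of the random lists, and an RNP change 0.17 above, with 8 of 10000 random lists as high. Those with higher T_E_ had a polysome change that was lower by 0.26 than the median, with 93 (66.4%) below 0, and an RNP change that was lower by 0.21. In the polysome-to-RNP ratio, the inside transcripts with lower T_E_ were lower by 0.11 than all genes, at percentile 52.1 of the random lists, and those outside were lower by 0.15, with 0 of 10000 random lists as low. The ratio of the inside transcripts with higher T_E_ was 0.12 above that of all genes, with 10 of 10000 random lists as high, and that of the outside ones 0.36 above, with 0 of 10000 random lists as high.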

A large proportion of T_E_‐altered transcripts included mRNAs that were not differentially expressed in RNA‐seq analysis (**Figure** **5**A). 

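LACE-Seq, which maps the sites where LSM14B is bound to RNA, was set beside the polysome and RNP libraries through the first 472 entries of Dataset S4, which are the transcripts with the most LACE-Seq reads. Of these, 445 symbols matched the deposited table, and the remaining entries were not used here. Among the matched symbols, 103 were in Dataset S5, and the paper gives 88 of them (85.4%) a lower T_E_. The polysome change of these 88 transcripts had a median 0.13 below that of all genes, with 48 (54.5%) below 0, and 299 of 10000 random lists matched on expression were as low. Their RNP change had a median 0.19 below that of all genes, and 9 of 10000 random lists were as low. The polysome-to-RNP ratio of the 88 was 0.08 above the median of all genes, with 28 (31.8%) below 0, and 4 of 10000 random lists were as high. Over all 103, the ratio was below 0 in 31 of the 102 tested (30.4%), and between 26.5% and 37.3% were below 0 when each replicate was left out in turn.

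All 445 listed transcripts were tested in the same way. In polysomes 366 passed the filter, with a median change 0.10 below that of all genes, and 26 of 10000 random lists were as low. Of these, 24 were called higher and 36 lower, and 74 passed when p was adjusted over the list alone. The ratio of 387 listed transcripts lay 0.14 above the median of all genes, with 130 (33.6%) below 0, and 0 of 10000 random lists were as high. This moved most without WT replicate 3, to 0.05 above with 164 (42.6%) below 0, where 48.7% of all genes were below 0 and 0 of 10000 random lists were as high. A single one was called over all genes, and likewise over the list alone, with 60 at an unadjusted p under 0.05.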

Comparison with the LACE‐seq dataset revealed that 66.3% (984) of the T_E_‐altered mRNAs were also bound by LSM14B (Figure 5B), 74.5% (733) of which had lower T_E_ under *Lsm14b*‐KO, suggesting that LSM14B promotes their translation. These mRNAs were mainly involved in “cell cycle,” and “protein processing, trafficking, and degradation” processes (Figure 5C), while the remaining 25.5% (251) had higher T_E_ in KO oocytes and were enriched in processes related to “kinetochore assembly,” “TCA cycle,” and “RNA metabolism,” etc. (Figure 5D). Further examination indicated that 42 T_E_‐altered mRNAs, 39 of which were reduced in *Lsm14b*‐KO oocytes, were previously reported to be crucial for oogenesis (Figure 5B).^[^ ^16^, ^24^, ^28^, ^29^, ^33^, ^34^ ^]^ These findings indicated that LSM14B promotes the translation of some oogenesis‐related mRNAs.

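All 42 transcripts of the heatmap in Figure 5B passed the filter. In KO polysomes, 29 of them were higher and 13 were lower than in WT. With limma and adjustment over all genes, 9 were called higher and 5 lower, and 20 passed when p was adjusted over the 42 alone. Their median polysome change lay 0.12 above that of all genes, at percentile 82.7 of 10000 random lists matched on expression. In the RNP pool, 28 were higher and 14 were lower. The polysome-to-RNP ratio was higher for 23 and lower for 19, and its median was 0.03 below that of all genes, at percentile 90.5. After quantile normalization this median was instead 0.02 above. The ratio of 0 transcripts was called over all genes and of 2 when adjusted over the 42, and 6 had an unadjusted p under 0.05.

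*Mastl*, on chromosome 2 of GRCm38 from 23115606 to 23156024, had 49.8 ± 4.79 FPKM in KO polysomes and 60.8 ± 6.87 in WT polysomes (SD, n = 3). Its polysome change of -0.28 was not called (standard error 0.18, adjusted p = 0.365 from limma), and it was between -0.36 and -0.20 when each replicate was left out. In the RNP pool *Mastl* had 50.2 ± 5.28 FPKM in the KO and 59.7 ± 4.30 in WT (SD, n = 3), and its ratio changed by -0.03 (standard error 0.22, adjusted p = 0.973 from limma), between -0.15 and 0.11 when each replicate was left out. The paper's log2 T_E_ change of *Mastl* is -1.10, and its total mRNA changes by 0.81 on the log2 scale in the paper's table. By qRT-PCR the paper found no significant difference in *Mastl* mRNA between KO and WT. Its case for *Mastl* translation also rests on low MASTL protein in the KO and on a reporter with the *Mastl* 3′UTR. Neither protein nor reporter was measured here.

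The transcripts called lower in KO polysomes were *H2afx*, *Dcp1a*, *Cenph*, *Gja4* and *Tet3*. Each of them was also lower in the RNP pool, by -2.06, -1.35, -0.98, -0.57 and -0.76 in that order. In the paper's table *H2afx* and *Cenph* have a higher T_E_ in the KO, with log2 changes of 1.05 and 0.50. *H2afx* had 92.1 ± 15.0 FPKM in the KO and 284 ± 53.9 in WT polysomes (SD, n = 3), a change of -1.61 (standard error 0.19, adjusted p = 0.00277 from limma). *Dcp1a*, whose locus overlaps other annotated genes, changed by -1.25 (standard error 0.16, adjusted p = 0.00368 from limma). The transcripts called higher were *Nobox*, *Nlrp14*, *Nlrp9b*, *Nlrp5*, *Padi6*, *Nlrp4e*, *Uhrf1*, *Sall4* and *Cpeb1*. The *Nlrp* genes form a family whose members can share reads. *Nobox* had 1114 ± 51.5 FPKM in KO and 375 ± 25.3 in WT polysomes (SD, n = 3), a change of 1.57 (standard error 0.10, adjusted p = 0.000334 from limma). It rose by 2.16 in the RNP pool. The ratios of *Gfra4* and *Ythdc2* had the largest negative changes of the 42, -1.25 and -1.03, with standard errors of 0.51 and 0.54 and adjusted p of 0.367 and 0.509 from limma. From its findings on T_E_, which divides polysome-loaded by total mRNA, among them the lower T_E_ of 74.5% of the LSM14B-bound transcripts with changed T_E_ and of 39 of the 42 in Figure 5B, the paper reasons that LSM14B promotes the translation of some oogenesis-related mRNAs.

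**Figure D2:**
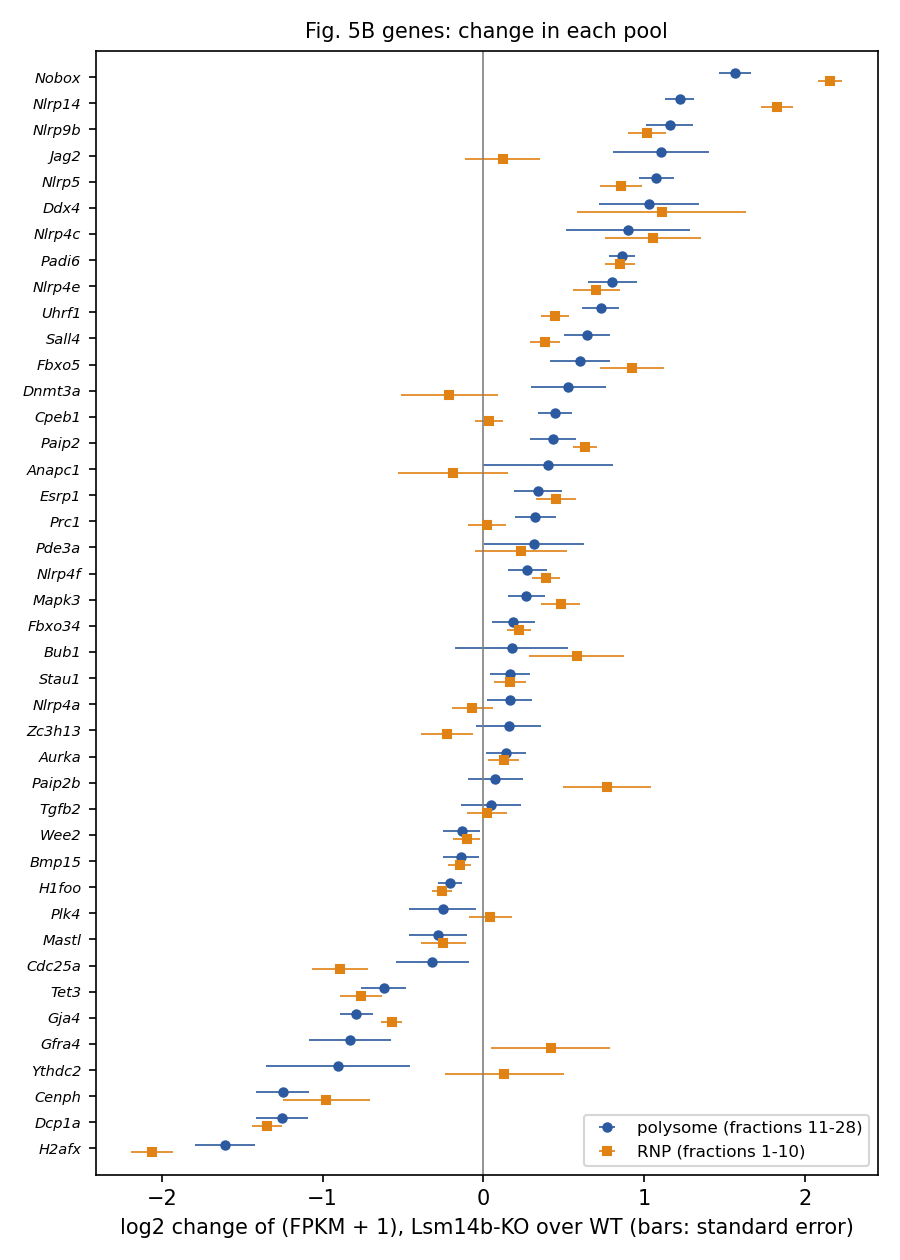
Log2 change of (FPKM + 1) in *Lsm14b*-KO over WT oocytes (horizontal axis) for the 42 transcripts of Figure 5B, ordered by their polysome change. Circles are the polysome pool, squares are the RNP pool and bars are standard errors from limma (3 libraries per genotype). The polysome circles of 29 transcripts lie above 0.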

**Figure 5:**
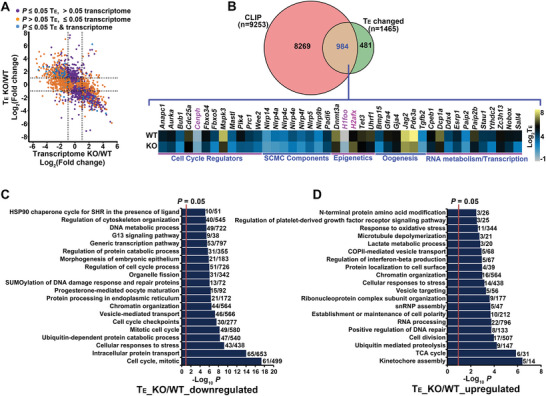
Changes of translation in *Lsm14b*‐KO‐oocytes. A) Scatterplots demonstrating the simultaneous changes of the translational efficiency (T_E_) (Y‐axis) and the steady state levels of total mRNA (transcriptome) (X‐axis) in the GV‐stage *Lsm14b*‐KO‐oocytes. B) Translational changes of the LSM14B‐bound mRNAs in the GV‐stage *Lsm14b*‐KO‐oocytes. The top Venn diagram shows the overlap of the LSM14B‐bound mRNAs (CLIP) with those having a changed T_E_, which represents the 984 LSM14B‐bound mRNAs with their translation regulated by LSM14B. The bottom heatmap shows the changes of the T_E_ of the specific group of LSM14B‐bound mRNAs that are crucial for oogenesis. C,D) Bar graphs illustrating the enriched GO/KEGG terms or canonical pathways associated with the mRNAs that are bound by LSM14B and have a decreased (C) or an increased (D) translational efficiency (T_E_) in *Lsm14b*‐KO oocytes.

### 2.6 Interaction of LSM14B with Proteins Essential for Maternal mRNA Metabolism and Oogenesis

To determine whether and which proteins might interact with LSM14B to control the fate of maternal mRNAs during oogenesis, immunoprecipitation (IP) and mass spectrometry (MS) in WT oocytes was conducted to screen for potential protein interaction partners. To ensure the robustness of IP/MS analyses, ≈8000 GV‐stage FGOs were collected in each of two independent experiments. IP/MS identified 305 putative LSM14B protein interaction partners, enriched in pathways related to “RNA metabolism,” “oocyte SCMC formation,” and “gamete generation” (Dataset S6 and Figure S7A, Supporting Information). More specifically, these proteins included 1) several ribosomal proteins and translational initiation factors/regulators (e.g., EIF4E1B and EIF4ENIF1); 2) dozens of RBPs, including several of the aforementioned “star factors” (e.g., MARF1, PATL2, YBX2, and ZAR1); 3) components of the oocyte SCMC (e.g., NLRP5, PADI6, and TLE6); 4) heat shock proteins; 5) RNA or DNA methylation regulators (e.g., IGF2BP2, YTHDF2, DNMT1, DPPA3, and UHRF1); and 6) other proteins necessary for oocyte development (e.g., CAMK2G) (**Figure** **6**A). In addition, interactions between LSM14B and some of these putative binding partners were verified by Co‐IP and WB analyses (Figure 6B,C).

**Figure 6:**
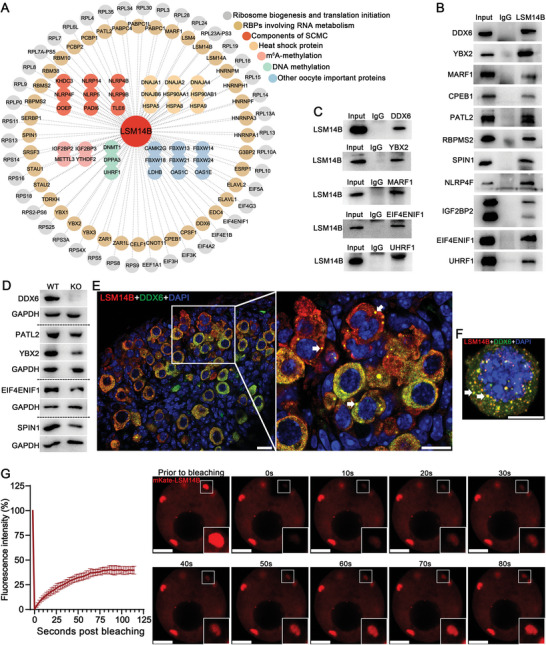
Characterization of LSM14B‐bound proteins identified in oocytes by IP‐MS. A) Network illustration of LSM14B‐bound proteins that are crucial for oogenesis. B) WB validation of binding of LSM14B to the 11 representative proteins from the IP‐MS dataset. C) WB validation of the binding of DDX6, YBX2, MARF1, EIF4ENIF1, and UHRF1 to LSM14B, respectively. D) WB analysis of the downregulation of DDX6, PATL2, YBX2, EIF4ENIF1, and SPIN1 in *Lsm14b*‐KO‐oocytes. GAPDH serves as the internal control. E,F) Colocalization of LSM14B (in red) with DDX6 (in green) in the oocytes of postnatal day‐3 ovaries (E), and the non‐growing oocytes isolated from postnatal day‐3 ovaries (F). G) FRAP analysis of the phase‐separation property of the LSM14B‐mKate (in red) formed P‐body‐like large fluorescent puncta in live early‐stage growing oocytes isolated from 6 day‐old mice after microinjection with the mRNAs for LSM14B‐mKate. Dynamic changes of the fluorescence intensity and morphology of the LSM14B‐mKate puncta before and after photo bleaching are shown in the left bar graph and the right micrographs, respectively. In E–G panels, DNA is stained in blue; arrows indicate the LSM14B and DDX6 co‐formed P‐body‐like large puncta. In G panel, insets in the bottom right corner are the magnified views of the boxed area before and after photobleaching. Scale bars in Panels E and F represent 10 µm. Scale bars in panel G indicate 5 µm.

Since DDX6 is a central component of processing bodies (P‐bodies) responsible for the storage or degradation of translationally repressed mRNAs,^[^ ^35^ ^]^ finding that DDX6 was interacted with LSM14B and nearly depleted in *Lsm14b*‐KO oocytes (Figure 6B–D) suggested that LSM14B might regulate mRNA metabolism with DDX6 in P‐bodies. Comparing LSM14B‐IP/MS dataset with the P‐body protein constituents previously described by Hubstenberger et al.^[^ ^36^ ^]^ revealed that 21 putative LSM14B‐binding proteins were also present in the pool of P‐body‐associated proteins (Figure S7B and Dataset S7, Supporting Information), further supporting the likelihood that LSM14B was also a component of P‐bodies in oocytes.

Prominent P‐body structures have been reported in primordial‐follicle stage oocytes of neonatal mice.^[^ ^37^ ^]^ IF co‐staining of LSM14B and DDX6 in the ovaries of postnatal day 3 mice to ascertain whether LSM14B was indeed present in the oocyte P‐body showed that LSM14 B co‐localized with DDX6 in large granular foci within the oocyte cytoplasm (Figure 6E). The granular pattern of LSM14B‐DDX6 co‐localization became increasingly prominent when the oocytes were isolated from d3‐ovarian follicles and individually stained (Figure 6F). When mouse endogenous LSM14B and DDX6 were ectopically expressed in HEK293 cells, they also co‐localized and formed granular structure resembling P‐bodies (Figure S7C, Supporting information ).

P‐bodies are well‐known ribonucleoprotein (RNP) condensates formed through phase separation.^[^ ^38^ ^]^ Fluorescence recovery after photobleaching (FRAP) in early‐stage growing oocytes isolated from 6 day‐old mouse ovaries and HEK293 cells expressing mKate‐tagged mouse LSM14B showed that the formation of LSM14B‐containing P‐body‐like structures also involves phase separation. Photobleaching specific areas of the LSM14B‐mKate aggregate abolished the fluorescent signal, but it rapidly returned to detectable levels within 10 s of photobleaching in situ, reaching close to its maximum levels by 50 s, with the granular structure forming at the original spot (Figure 6G; Figure S7C and Movie S3,S4, Supporting Information). This relatively fast restoration of mKate‐LSM14B aggregates after photo bleaching suggested that these LSM14B condensates likely formed through liquid‐liquid phase separation. Therefore, LSM14B regulates the fate of maternal mRNAs and oogenesis by forming dynamic and versatile complexes with proteins that participate in mRNA metabolism and oocyte development.

## 3 Discussion

Through identification and characterization of the RBPs expressed in mouse oocytes, this study expanded the known mouse oocyte RBPome, and discovered that LSM14B is an oocyte‐specific RBP that functions in mouse oocytes to regulate the fate of maternal mRNAs and oogenesis. The mRNA‐ and protein‐ interacting partners of LSM14B were identified, and this study showed that LSM14B forms dynamic and versatile complexes with proteins and mRNAs that participate in mRNA metabolism and oocyte development (see **Figure** **7** for a summary).

**Figure 7:**
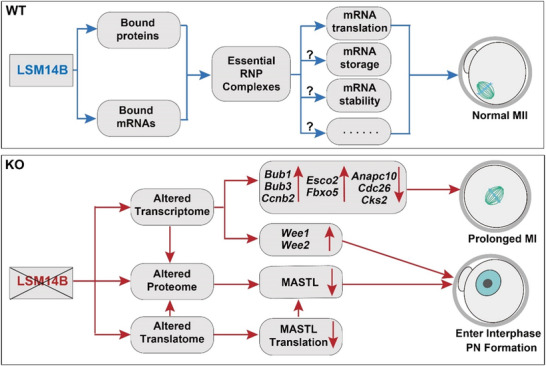
Schematic illustration of the main observations and potential mechanisms of LSM14B in the regulation of maternal mRNA metabolism and oocyte development in the mouse. Question marks in the top panel indicate the other potential mRNA metabolic processes that are regulated by the LSM14B‐directed RNP complexes.

The oocyte‐exclusive expression and function of LSM14B, versus the more somatic‐restricted expression of LSM14A found here, not only clarified the role of LSM14 in oogenesis but may also help to explain why LSM14 evolves into LSM14A and LSM14B paralogs in vertebrates. Although it was known in oocytes of the lower animal species for >20 years,^[^ ^39^ ^]^ the function of LSM14 in oogenesis was unknown until the current study. In conjunction with the embryonic lethality phenotype observed by others in the *Lsm14a*–KO mice,^[^ ^40^ ^]^ the broad expression of LSM14A shown here suggests that it functions in the somatic cells. It is therefore plausible that as species evolved into the vertebrates, LSM14B became oocyte‐specific and replaced the originally defined oocyte‐specific functions that were operative in its ancestors. At the same time, LSM14A assumed a more diversified expression to support a function in somatic cells. The divergence of such an important LSM14 protein into two paralogs could reflect an evolutionary pressure exerted by the complexity of the development of the distinct somatic and germ cell lineages in the more advanced species to drive the lineage‐specific spatiotemporal regulation of mRNA metabolism.

Essential oogenic regulators have been identified in previous studies and are here referred to as “star factors” of oogenesis. The binding of LSM14B to the proteins and/or mRNAs of most of these “star factors” (e.g., GPR3, MARF1, MOS, NLRP5, NOBOX, NPM2, PADI6, PDE3A, YBX2, and ZAR1) (see Table S2, Supporting Information, for a more extensive listing) suggests that it may serve as a facilitator of these “star factors” to orchestrate mammalian oogenesis. The central role of LSM14B in oogenesis was also supported by its interaction with the mRNAs and/or proteins that are involved in several aspects of the control of oogenesis. The binding of LSM14B to mRNAs for transcriptional factors, epigenetic regulators and factors of RNA metabolism and translation suggests that it may participate in oocyte gene expression at various levels. While the binding to mRNAs for cell cycle regulators, key ODPFs and signaling mediators of oocyte‐granulosa cell communication indicates engagement of LSM14B in regulation of oocyte meiotic progression and follicular development. Moreover, LSM14B bound to both the mRNAs and proteins of most of the components of the oocyte SCMC, a functionally conserved multiprotein complex assembled in the oocyte subcortical regions that is essential for the oocyte‐to‐embryo transition (OET).^[^ ^41^ ^]^ This suggests that LSM14B is involved in regulating the expression and function of the SCMC components. Components of the SCMC are encoded by maternal effect genes, deletions, or mutations of them compromise OET, and cause female‐specific infertility or subfertility and reproductive disorders in mice and humans.^[^ ^41^, ^42^ ^]^ Although SCMCs are known to play diverse roles during OET, the detailed molecular mechanisms underlying the dynamic assembly and function of this maternal proteinaceous structure are not known. The observations put forward here therefore open new avenues for unraveling these mechanisms.

LSM14B interacted with many RBPs involving virtually every process of RNA metabolism, suggesting its engagement in the formation of versatile RNP complexes to regulate maternal mRNA metabolism. Of particular importance is its binding to CPEB, DDX6, EDC4, EIF4E1B, EIF4ENIF1 (4E‐T), MARF1, PABPC1L (ePAB), PATL2, ZAR1, and YBX2, and colocalization with DDX6 in the P‐body‐like structure in non‐growing primordial follicle‐stage oocytes. YBX2 is a well‐known germ cell specific RBP crucial for stabilization and storage of oocyte mRNAs before maturation,^[^ ^10^ ^]^ while the other proteins are involved in translational repression and degradation of mRNA. The association with these RBPs suggests that LSM14B participates in maternal mRNA storage, translational repression and turnover in mouse oocytes, as has been proposed previously for LSM14A in the *Xenopus* oocyte.^[^ ^11^ ^]^ However, a prominent increase in the translation of the LSM14B‐bound mRNAs in the *Lsm14b*‐KO oocytes was not observed in the present study, rather there was a greater number of the LSM14B‐bound mRNAs with the translational efficiency significantly decreased. Moreover, LSM14B bound dozens of ribosomal proteins and translation‐initiating factors. These results together indicate that the predominant role of LSM14B in oocytes is probably not repression of translation, but rather selective promotion of the translation of certain class of mRNAs. A similar assumption was proposed previously for *Xenopus* oocytes.^[^ ^43^ ^]^ The association of LSM14B with the recently identified oocyte‐specific ribonuclease, MARF1, but not with DCP1 and 2, suggests that LSM14B may participate in the regulation of maternal mRNA turnover via an oocyte‐specific mechanism that is independent of decapping.^[^ ^5b–d^ ^]^ The exact role of LSM14B in the regulation of oocyte mRNA metabolism is likely context dependent and awaits further investigation.

The only clear phenotypic effect of the absence of LSM14B was inflicted on oocyte meiotic maturation and early embryogenesis despite its expression throughout oocyte growth and development and association with “star factors.” The slight decrease in the number of ovulated eggs may reflect a perturbation of processes involved in follicular development. More detailed analysis of the dynamics of oocyte and follicular development in the mutant ovaries could demonstrate subtle effects on these processes in future studies.

Cheng et al. recently reported that LSM14B, together with DDX6, EIF4ENIF1, ZAR1, and YBX2, locates in MARDO, a mitochondria‐associated ribonucleoprotein domain existing in FGOs of mouse and several other mammalian species and functioning to store maternal mRNAs.^[^ ^44^ ^]^ MARDO assembles during oocyte growth and becomes most prominent in FGOs, stages when P‐body‐like structure diminishes and disappears.^[^ ^37^ ^]^ Our observation that LSM14B colocalized with DDX6 in P‐body‐like structure in the non‐growing primordial follicle‐stage oocytes thus agrees with its localization in MARDOs during the later stages of oocyte development. These results together provide a more complete view of the spatiotemporal changes in the localization of the LSM14B‐cotaining RNP complexes throughout oocyte development. Whether and how depletion of Lsm14b affects the integrity and function of oocyte MARDO remains to be explored.

## 4 Conclusions

This study shows that the essential oogenic regulators are integrated to control the fate of maternal mRNAs, and to enable meiotic maturation and probably other processes during oogenesis, as indicated by the diverse associations of LSM14B. Given that mutations of genes encoding certain RBPs cause oocyte maturation defects or premature ovarian insufficiency in human,^[^ ^6^, ^18^, ^45^ ^]^ this study may also have implications for the diagnosis and treatment of infertility resulting from the decline of oocyte quality under deleterious conditions such as genetic malfunctions and aging.

## 5 Experimental Section

### Laboratory Mice

Mice carrying a targeted knockout first, reporter‐tagged insertion with conditional potential allele of Lsm14b, Lsm14b^tm1a(KOMP)Mbp^, were obtained from the Wellcome Trust Sanger Institute and were maintained on identical C57BL/6J genetic backgrounds. Lsm14b^tmla/tm1a^ (hereafter referred to as Lsm14b‐KO) mice were produced by mating Lsm14b^tm1a/tm1a^ males with Lsm14b^tm1a/+^ females. Mice were genotyped by PCR using primers as shown in Table S1, Supporting Information, which produces a 652 and 270 bp PCR product for the wild type (WT) and KO alleles, respectively. Female fertility test was carried out by mating with normal adult C57BL/6J males for at least 8 months. A total of 4 WT, and 6 Lsm14b‐KO females were fertility tested. All mice were raised under the standard conditions at the animal facility of Shandong university. All mouse procedures and protocols applied in this study were approved by the Institutional Animal Care and Use Committee of Shandong university.

### Chemicals and Reagents

Unless otherwise specified, all chemicals and reagents were purchased from Sigma‐Aldrich (USA). AZ3146 (Cat No. HY‐14710) and PD166285 (Cat No. 3785) were purchased from MedicalChemExpress (Shanghai, China) and Bio‐Techne/TOCRIS (Minnesota, USA), respectively. Antibodies used in this study were shown in Table S3, Supporting Information.

### Oocyte Isolation and Culture

Oocyte isolation and in vitro maturation were carried out in MEM medium with Earles’ salts (Thermo Fisher Scientific, USA), supplemented with 75 µg mL^−1^ penicillin G, 50 µg mL^−1^ streptomycin sulfate, 0.23 mm pyruvate, and 3 mg mL bovine serum albumin using exactly the same procedure as described previously.^[^ ^46^ ^]^ To study the ability of oocytes to resume and complete the first meiosis, and the kinetics of oocyte meiotic progression, FGOs were matured in MEM medium for various hours. Oocyte culture was carried out at 37 °C and 100% humidity in an Esco CelCulture CCL‐170T‐8‐IVF incubator (Kringelled, Denmark) infused with 5% O_2_, and 5% CO_2_.

### Oocyte In Vitro Fertilization and Embryo Culture

Mature MII‐stage eggs were collected from oviductal ampulla of the mice that were initially primed with eCG for 48 h followed by priming with human chorionic gonadotropin (hCG, Ningbo, China) for 14 h. For In Vitro Fertilization (IVF), the ovulated oocytes were inseminated with normal sperm isolated from B6D2F1 adult males. The formation of pronuclear and 2‐cell stage embryos was recorded 8 and 24 h after IVF, respectively. The 2‐cell embryos were thereafter transferred into KSOM medium for further culture to the blastocyst stage. The formation of 4‐cell, morula, and blastocyst stage embryos was monitored on day 3, day 4, and day 5 after IVF, respectively.

### mRNA Interactome Capture

mRNA interactome capture (RIC) was carried out following the protocol as described previously by Castello et al. (2013).^[^ ^7^ ^]^ This approach of RIC combines UV cross‐linking and oligo(dT) capture to pull down the RBPs bound to mRNA in live oocytes. The captured RBPs are eventually characterized by quantitative mass spectrometry (MS). To do so, GV‐stage oocytes were isolated from eCG primed (46 h) 22‐day‐old mice and collected in MEM‐alpha containing 5 µm Milrinone to prevent resumption of meiosis. The oocytes were washed three times with cold PBS‐PVA buffer, and then immediately irradiated on ice by 254 nm UV light at 15mJ cm^−2^ for 1 min. These UV‐light treated oocytes were instantly collected in 1.5 mL centrifuge tubes, frozen with liquid nitrogen and stored at −80 °C. A total of 50 000 oocytes were collected for two independent experiments, with each replicate using 25 000 oocytes. The oocytes were lysed in lysis buffer (20 mm Tris‐HCl‐pH7.5, 500 mm LiCl, 0.5% LiDS, 1 mm EDTA, 5 mm DTT) for 10 min at 4 °C, and the resultant lysates were incubated by gentle rotation with 2 mL of oligo (dT)_25_ magnetic beads (S1419S, New England Biolabs, USA) for 1 h at 4 °C. The lysates with the beads were then placed on the 50 mL magnetic Separation Rack (New England Biolabs) for capturing for 30 min, with intermittent inversion for several times. After being completely captured, the beads were washed six times with wash buffer, twice with high‐salt wash buffer (20 mm Tris‐HCl‐pH 7.5, 500 mm LiCl, 0.1%LiDS, 1 mm EDTA, 5 mm DTT), twice with buffer containing 20 mm Tris‐HCl (pH 7.5), 500 mm LiCl, 1 mm EDTA, 5 mm DTT, and twice with low‐salt buffer (20 mm Tris‐HCl‐pH 7.5, 200 mm LiCl, 1 mm EDTA, 5 mm DTT). The captured proteins and RNAs were eluted with elution buffer containing 20 mm Tris‐HCl (pH 7.5) and 1 mm EDTA for 3 min at 55 °C. To release proteins, the 500 µL eluate was incubated with 1 µg of RNase A (ST576, Beyotime, China) in 50 µL of 10× RNase buffer containing 100 mm Tris‐HCl (pH 7.5), 1.5 m NaCl, 0.5%NP‐40, and 5 mm DTT for 1 h at 37 °C. Proteins were concentrated using an Amicon Ultra‐0.5 Centrifugal Filter Unit with Ultracel‐3 membrane (UFC500324, Millipore, USA) and sent to the Proteome Core Facility at Nanjing Medical University for LC‐MS/MS. Partial protein sample was saved and used for silver staining.

### LC‐MS/MS Analysis

Liquid chromatography‐tandem MS (LC‐MS/MS) analysis was performed as described previously on EASY nLC 1000 (Thermo Fisher Scientific) and LTQ Orbitrap Velos (Thermo Fisher Scientific) according to the manufacturer's instruction.^[^ ^46^ ^]^ The LC gradient was formulated with MS buffer A (water with 0.1% FA) and buffer B (ACN with 0.1% FA). The analytical column (75 µm × 15 cm) was used in the chip LC with 2 µm 100 Å Acclaim PepMap100 C18 column. Samples were injected and separated with a linear gradient of 3%–100% buffer B over 95 min at a flow rate of 0.3 µL min^−1^. Parameters of the MS survey scan were set with the spray voltage of 1.9 kV, and the quality scan range from 350 to 1800. Peptide analysis was performed in data‐dependent acquisition mode, with the top 20 most intense precursor ions selected for subsequent MS/MS. Orbitrap was used for parent ion scan, with the resolution set at 60 000. Daughter ion scan (i.e., MS2 sequencing) was performed using collision‐induced dissociation (CID) in the ion trap. A normalized collision energy of 35% was used. The mass spectrometric raw data were searched against the mouse UniProt sequence database using MaxQuant version 1.5.2.8 with essentially the default parameters. Enzyme specificity was set to trypsin and up to two missed cleavage sites were allowed. The identified minimal peptide length was set to six amino acids. Cysteine carbamidomethylation (C_2_H_3_NO, +57.0215 Da) was set as fixed modification, and methionine oxidation (+15.9949 Da) and protein N‐terminal acetylation (C_2_H_2_O, + 42.0106) were used as variable modifications. The oocyte RBPome data were deposited to the ProteomeXchange Consortium, with the assigned dataset accession number PXD034071.

### RNA‐Seq Analysis

RNA‐Seq analysis was carried out on three total RNA or polysome‐bound mRNA samples derived from WT and Lsm14b‐KO oocytes as described previously.^[^ ^47^ ^]^ Total RNA was extracted from 20 GV‐stage FGOs, while polysome‐bound mRNA was prepared in the polysome profiling experiment as described in the following section. 

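The authors' deposited table holds their cuffdiff comparisons of the polysome and RNP libraries beside the FPKM. In the authors' deposited table, 1517 genes had a q-value under 0.05 between KO and WT polysomes, 783 higher and 734 lower in the KO. Of the 989 genes called by limma from the FPKM, 752 (76.0%) were also among these, each in the same direction. For the RNP pool the authors' deposited table calls 2473 genes, 1094 higher and 1379 lower in the KO. Of the 2057 genes called by limma, 1649 (80.2%) were among them, and limma called 1044 higher and 1013 lower. The log2 changes from the authors' deposited table and from log2(FPKM + 1) had Pearson correlations across genes of 0.931 in polysomes and 0.945 in the RNP pool. *Lsm14b* itself had a log2 change of -6.89 with a q-value of 0.439 in the authors' deposited table for polysomes, and of -6.60 with a q-value of 0.408 for the RNP pool.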

The differentially expressed transcripts were calculated using default parameter of cuffdiff (v2.2.1), and the significantly changed transcripts were defined by the criteria of FDR *p* < 0.05. RNA‐Seq data were deposited in the Gene Expression Omnibus (datasets GSE204773). Bioinformatics analysis of differentially expressed transcripts was conducted using Metascape (http://metascape.org).

### Proteomic Analysis

Microproteomic technology for single cell or low‐input samples was used to study the proteomic changes in Lsm14b‐KO oocytes. Triplicate samples of WT and Lsm14b‐KO oocytes, with each having 20 GV‐stage FGOs, were collected with 1 µL PBS into 0.2 mL low protein binding PCR tubes that were pre‐coated with 0.2 µg µL^−1^ synthetic peptide (FFWIKVFFIK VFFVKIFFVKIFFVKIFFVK). These microsamples were suspended with appropriate amount of 50 mm ammonium bicarbonate buffer containing 5 mm DTT and sonicated in a water bath at 37 °C for 15 min. The cell lysate was then alkylated with 10 mm IAM in dark for 30 min, digested with 1 µg µL^−1^ trypsin at 37 °C for 2 h, and finally subjected to LC–MS/MS. Simultaneously, proteins from 1000 GV‐stage oocytes (library sample) were extracted with lysis buffer (7 m urea, 2 m thiourea, 0.2% SDS, 20 mm Tris, pH 8.0–8.5) supplemented with 1 mm PMSF, 2 mm EDTA and complete protease inhibitor cocktail for constructing the spectral library.

LC–MS/MS were performed on a Fusion Lumos Tribrid mass spectrometer (Thermo Scientific) equipped with an UltiMate 3000 UHPLC (Thermo Fisher Scientific). Peptides were loaded on the analytic column (length, 30 cm; inner diameter, 150 µm) packed in house with 1.7 µm C18 particles, and eluted at a flow rate of 500 nL min^−1^ with a gradient of 5%–25% buffer B (0.1% formic acid in 98% acetonitrile) over 90 min, 25%–35% buffer B over 10 min, and 35%–80% buffer B over a subsequent 5 min. MS data was acquired in DDA mode, with the scan parameters set at a resolution of 2 40 000 (MS1) and 30 000 (MS2), an automatic gain control (AGC) target of 4e5 (MS1) and 5e4 (MS2), a maximum injection time (IT) of 100 ms (MS1 and (MS2), and a scan range of 350–1500 m z^−1^ (MS1) and 1.6 m z^−1^ (MS2), and a first mass of 100 for MS2. For the 1000‐oocyte library sample, the MS1 scan parameters were set at resolution of 1 20 000, AGC target of 1e5, maximum IT of 50 ms, and scan range of 350–1500 m z^−1^. The MS2 scan parameters were set as follows: resolution, 30 000; AGC target, 2e4; maximum IT, 50 ms; Top 20; and isolation window, 1.6 m z^−1^. Unless otherwise specified, all the other parameters were set as default.

Raw data were processed by MaxQuant (version1.5.3.30) for feature detection, database searching, and protein quantification with the Swiss‐Prot mouse database. Oxidation (M), acetylation (protein N‐term), carbamidomethylation (C), deamidation (NQ) and Gln→pyro‐Glu were set as variable modifications. Protein identification was achieved by using the MaxQuant's integrated Andromeda engine. The identification results of the micro‐sample data were filtered at the spectrum level with PSM‐level FDR < = 1%, and then further filtered at the protein level with Protein‐ Level FDR < = 1% to obtain significant identification results. For protein quantification and difference analysis, MaxQuant was used to extract peak areas and calculate protein quantitation values. Then, according to the set comparison groups, the multiples of differences in the proteins in each comparison group were calculated, and the significance test was performed using Welch's *t*‐test. Furthermore, screening was performed based on the multiple of difference >1.2 and *p*‐value < 0.05 as the criteria for determining significant differences. Proteomic data have been deposited in the Proteome Xchange Consortium, with the assigned dataset accession number PXD034070.

### LACE‐Seq

GV‐stage FGOs were isolated from the ovaries of eCG primed (46 h) 22‐to 23‐day‐old mice for LACE‐Seq. Oocytes were washed three times with cold PBS‐PVA buffer, and immediately irradiated on ice with UV light at 400 mJ cm^−2^ for two times. The UV light treated oocytes were stored at −80 °C until 2000 oocytes required for one experiment were accumulated. LACE‐Seq was carried out as described previously,^[^ ^17^ ^]^ with the same experiment repeated independently twice. LACE‐seq data were deposited in the Gene Expression Omnibus, with the assigned dataset accession number GSE206190.

### Polysome Profile Analysis

Polysome profile analysis was carried out as described previously^[^ ^48^ ^]^ with slight modifications. Briefly, 1500 WT and Lsm14b KO oocytes were lysed, respectively, in polysome lysis buffer (100 mm KCl, 0.1%Triton X‐100, 50 mm HEPES, 2 mm MgCl2, 10% glycerol, 100 µg mL^−1^ cycloheximide, 1 mm DTT, 20 unit mL^−1^ EDTA‐free RNase inhibitor, and EDTA‐free proteinase inhibitor cocktail). Lysates were loaded onto 15%–55% (w/v) sucrose density gradients prepared with 10 mm Tris‐HCl (pH 7.5), 5 mm MgCl2, 100 mm NaCl, and 1 mm DTT, and centrifuged at 38 000 rpm for 3 h at 4 °C in a Beckman SW41Ti rotor. Gradients were fractionated and the absorbance at 254 nm was continuously recorded using Gradient Fractionator (BioComp, Canada). The mRNA in the polysome fraction (i.e., 11–28^th^ fractions) were extracted using the RNeasy Micro kit (Qiagen, Germany) and sent for RNA‐Seq analysis (See the later section). 

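The polysome and RNP pools of WT gradients were compared to show what the division at fraction 11 separates. Of 9574 genes tested, 1406 differed at an adjusted p from limma under 0.05, with 763 higher in polysomes and 643 higher in the RNP pool, and 2781 genes had an unadjusted p under 0.05. The count moved most without WT replicate 3, to 587 genes. With the replicate number as a block, since same-numbered pools can come from the same gradient, 1165 genes were called, while same-numbered libraries had a mean correlation of -0.0090 in their deviations from the group means.

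The largest differences toward polysomes, by the same rule on abundance and pairs, were those of *Atp6ap2*, *Chrac1* and *Hilpda*. *Atp6ap2* was listed at 32.4, 22.4 and 40.1 FPKM in WT polysomes and at 3.24, 0.0683 and 0 in WT RNP. *Chrac1* was listed at 11.4, 8.37 and 16.8 FPKM in WT polysomes and at 0 in each WT RNP library. *Hilpda* differed by 3.67 (standard error 0.95, adjusted p = 0.0339 from limma), and between 2.62 and 4.39 when each replicate was left out. The largest differences toward the RNP pool were those of *Rasl2-9*, *Zfp784* and *Iqcf1*. *Iqcf1* had 70.7 ± 4.07 FPKM in WT RNP and 7.45 ± 5.17 in WT polysomes (SD, n = 3), a difference of -3.32 (standard error 0.48, adjusted p = 0.00294 from limma).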

The Polysome‐Seq data were deposited in the Gene Expression Omnibus, with the assigned dataset accession number GSE206270.

### Co‐Immunoprecipitation

A total of ≈8000 GV‐stage FGOs were lysed using the lysis buffer from the Pierce Crosslink Immunoprecipitation Kit (Cat No. 26147, Thermo Fisher Scientific). Immunoprecipitation (IP) was then carried out on these oocyte lysates using the anti‐LSM14B antibody. The IP products were subjected to WB validation followed by Mass Spectrometry (MS) analysis. For MS analysis, the IP products from two independent experiments were resolved simultaneously on 10% SDS‐PAGE, and the lanes corresponding to each IP product were sliced out and sent to the Proteomics Core Facility of Nanjing Medical University (Nanjing, China) for subsequent analysis. The gel slices were cut into 1 mm^3^ particles at the Core Facility, destained, reduced, and alkylated, followed by the overnight Trypsin in‐gel digestion at 37 °C. LC‐ESI‐MS/MS analysis was performed using a Ekspert nano LC 415 system and a TripleTOF 5600 mass spectrometer (AB Sciex), respectively. The raw data were analyzed using MaxQuant (version 1.5.2.8), with the UniProt Mouse database as reference. Data were searched using the following parameters: trypsin as the enzyme; up to two missed cleavage sites were allowed; 10 ppm mass tolerance for MS and 0.05 Da for MS/MS fragment ions; propionamidation on cysteine as fixed modification; oxidation on methionine as variable modification. The incorporated Target Decoy PSM Validator in Proteome Discoverer and the Mascot expectation value was used to validate the search results and only the hits with FDR ≤0.01 and MASCOT expected value ≤0.05 were accepted for discussion. Co‐IP data were deposited in the ProteomeXchange Consortium with the assigned dataset accession number PXD034185.

### qRT‐PCR Analyses

For qRT‐PCR analysis, total RNA was isolated from oocyte samples using the Fast Pure Cell/Tissue Total RNA Isolation Kit (RC101‐01, Vazyme, China), and reversed transcribed by the HiscriptIII RT Supermix for qPCR (R323‐01, Vazyme). AceQ Universal SYBR Master Mix (Q511‐02, Vazyme) was then carried out using primer pairs shown in Table S1, Supporting Information. Relative changes in mRNA levels between WT and KO oocytes were analyzed by the 2^−ΔΔCt^ method using Rpl19 as internal control, while exogenous mKate mRNA was used as the normalizing control for comparison between the same number of FGOs and preimplantation embryos.

### Preparation of mRNAs for Microinjection

A live‐imaging and fluorescence reporter‐based 3′UTR assay strategy was adopted to assess the effect of LSM14B binding to the 3′UTR of Mastl mRNA on its translation.^[^ ^49^ ^]^ To prepare the construct for this assay, the sequence of fluorescent protein mKate was first amplified by PCR using the pCMV6‐AN‐mKate plasmid DNA as template, and cloned into pCMV6‐AC‐3DDK (Origene, USA) vector. The resulted pCMV6‐AC‐mKate‐3DDK construct was then used as the destination vector for cloning the Mastl‐3′UTR. Mastl‐3′UTR was amplified by PCR using the mouse oocyte cDNA as template, and inserted into the pCMV6‐AC‐mKate‐3DDK vector at the site immediately downstream of the stop codon of 3DDK. Deletion of the LSM14B binding site (TAGTGATGGAGTCTCACTGC) within Mastl‐3′UTR was achieved by using the Mut Express MultiS Fast Mutagenesis Kit V2 (Vazyme, China) as tool and the pCMV6‐AC‐mKate‐3DDK‐Mastl‐3′UTR plasmid DNA as template. 

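The deleted sequence, TAGTGATGGAGTCTCACTGC, is 20 bases long and was found once in *Mastl*, in transcript ENSMUST00000028119 of gene ENSMUSG00000026779 in GENCODE M21. It lies on the minus strand of chromosome 2 of GRCm38 from 23117781 to 23117800, within exon 12 of 12. Counted along the transcript it spans bases 3396 to 3415, which are bases 635 to 654 of a 3′UTR of 2829 bases. The 30 bases before it in the transcript are CAAAAGAACTAAGGTTCCAGCTCACCTTAC, and the 30 bases after it are CTTGAATGCTCTTGTTCCCCTCTACAATTC.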

EGFP sequences were also cloned into the pCMV6‐AC‐3DDK at the site upstream of 3DDK and served as the template for synthesizing control EGFP mRNA. Then, sequences of the complete or LSM14B‐binding site‐deleted Mastl‐3′UTRs were amplified by PCR using a pair of primers that flank the T7 promoter and the 3′‐end of Mastl‐3′UTR. The reverse primer had a stretch of 20 Ts added at its 5′‐ end in order to make the synthesized mRNA having a short oligo A tail. In vitro transcription was finally carried out on these PCR products using the Ambion's mMESSAGE mMACHINE kit (Thermo Fisher Scientific), and the resulted mRNAs were purified by lithium chloride.

To prepare the construct for synthesizing Mastl mRNA, Mastl CDS was amplified by PCR using the mouse oocyte cDNA as template, and inserted into the pCMV6‐AC ‐3DDK vector at the site immediately upstream of the 3DDK. Plasmid DNA of this resulted pCMV6‐AC‐Mastl‐3DDK construct, as well as those for GFP‐tagged tubulin, mCherry‐tagged H2B, Venus‐tagged CyclinB1, and mCherry‐tagged Securin, were linearized and transcribed in vitro using the same Ambion's mMESSAGE mMACHINE kit as mentioned above. The transcribed mRNAs were then polyadenylated in vitro using the Poly(A) Tailing Kit (Thermo Fisher Scientific), and purified by lithium chloride.

### Microinjection of Oocytes with mRNA

The mRNA of purified EGFP and the complete or LSM14B‐binding site‐deleted Mastl‐3′UTRs were mixed to make a final concentration of 100 and 500 ng µL^−1^, respectively. The mixed mRNAs were then micro‐injected into WT‐GV‐stage FGOs in M2 medium containing 5 µm milrinone. ≈10 pL of the mRNAs were injected into the cytoplasm of 1 FGO. The injected oocytes were first incubated for 12 h in milrinone medium to allow the mRNAs to express to levels optimal for fluorescence detection, then the expression of mKate and EGFP was recorded under a Nikon Ti2‐E‐C2+ confocal microscope (Nikon, Japan).

For live‐imaging experiments, purified mRNAs for the mCherry‐tagged H2B and GFP‐tagged tubulin pair, and Venus‐tagged CyclinB1 and mCherry‐tagged Securin pair were mixed at 1:1 ratio to make a final concentration of ≈500 and 20 ng µL^−1^, respectively for each mRNA, and micro‐injected into the GV‐stage FGOs. Live‐imaging was then carried out as described previously on an Andor spinning‐disk confocal microscope (Andor Technology Ltd, Belfast, Northern Ireland).^[^ ^46^ ^]^ Quantification of the fluorescence intensity of the recorded images was done using the Image J software (http://imagej.nih.gov/ij).

### FRAP Analysis

HEK293T cells were cultured in DMEM (Meilunbio, China) containing 10% fetal bovine serum (FBS) at 37 °C with 5% CO2 in a humidified incubator. Plasmid DNAs of pCMV6‐AN‐mKate‐Lsm14b and pCMV6‐AC‐Ddx6‐EGFP‐3DDK were transfected into these cells using the JetPRIME (Polyplus, France) transfection reagent according to the manufacturer's protocol. Transfected HEK293T cells were cultured for 24 h to let the fluorescence tagged protein express to sufficient levels for further detection. Potential colocalization of these two tagged proteins was then examined under the confocal microscope. To express mKate‐tagged LSM14B (LSM14B‐mKate) protein in the early‐stage growing oocytes isolated from 6 day old mice, the mRNA for LSM14B‐mKate was microinjected into the oocyte cytoplasm, followed by culture of the injected oocytes in MEM medium supplemented with 5% serum for 12 h to allow the LSM14B‐mKate protein expression. For fluorescence protein recovery after photobleaching (FRAP) analysis, rectangular regions of interest (ROI) containing the P‐body‐like granular fluorescence puncta of LSM14B‐mKate were marked and photobleached using the excitation laser line at greater than 50% of the maximum power. Two and 10 photos were taken for the HEK293 cells and oocytes, respectively, before bleaching, and thereafter, images were captured every 2 s. Fluorescence intensities of ROIs over time were quantitated and normalized by subtracting the remaining signal after photobleaching and then normalized to the mean intensity before photobleaching.

### Immunostaining and Confocal Microscopy

These were performed using the same procedures as described previously.^[^ ^47^ ^]^ Briefly, oocytes were fixed in 4% PFA in PBS for 30 min at room temperature, and then permeabilized and blocked for 1 h in PBS containing 0.1% Triton X‐100 and 10% FBS. They were subsequently incubated with primary antibodies (4 °C, overnight) and Alexa flour 594/488‐conjugated secondary antibodies (room temperature, 1 h), respectively. DNA was counterstained with Hoechst 33342 for 30 min. For assessment of the kinetochore–microtubule attachment in oocytes, oocytes that were matured in vitro for 8.5 h were first kept on ice for 10 min (cold treatment), and then subjected to IF staining of the kinetochore and microtubule using the human anti‐centromere and mouse anti‐*α*‐tubulin antibodies, respectively. IF stained oocyte samples were finally mounted in a small drop of antifade on glass slides, and subjected to confocal imaging. For IF staining of the ovarian sections, freshly isolated ovaries from 3‐ or 21‐day‐old female mice were fixed in 4% PFA at 4 °C overnight, and 5 µm thick paraffin sections were then prepared. Sections were incubated with the primary antibodies, followed by Alexa flour 594‐ or 488‐conjugated secondary antibodies, and the DNA was counterstained with Hoechst 33342 for 10 min. Both the oocyte and ovarian specimens were examined and imaged using a laser scanning confocal microscope (Nikon Ti2‐E‐C2+, Nikon).

### Western Blot Analysis

Western Blot analysis was carried out as described previously.^[^ ^46^ ^]^ Briefly, oocyte samples were lysed in 2× Laemmli sample buffer, and boiled at 100 °C for 5 min to be denatured. The protein lysates were resolved on SDS‐PAGE gels and transferred onto polyvinylidene difluoride (PVDF) membranes for probing the proteins under examination. Beta‐actin (ACTB) or GAPDH was selected to serve as internal control of samples.

### Pathway Enrichment Analysis

The differentially expressed genes (proteins or mRNAs) identified by proteomics or RNA‐Seq analyses were uploaded to Metascape (http://metascape.org), a gene annotation & analysis resource, and the significantly associated terms (GO/KEGG terms or canonical pathways) were then calculated automatically.

### Statistical Analysis

Statistical analyses were performed using Graphpad Prism software (Graphpad software, Inc, USA). Data were presented as mean ± SEM of at least three independent experiments. For experiments with only two treatments, differences between them were analyzed by Student's *t*‐test, while for experiments involving more than two treatments, differences between groups were compared by one‐way ANOVA followed by Tukey's Honestly Significant Difference (HSD). *p* < 0.05 was defined as significantly different.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

H.L. and H.Z. contributed equally to this work. Y.‐Q.S., H.L., and Y.X. conceived the study; H.L., H.Z., R.S., C.Y., M.L., J.L., and L.S. performed the research; H.L., H.Z., Y.X., and Y.‐Q.S. analyzed the data; and Y.‐Q.S., H.L., and Y.X. wrote the paper.

## Supporting information

Supporting Information Click here for additional data file.

Supplemental Movie 1 Click here for additional data file.

Supplemental Movie 2 Click here for additional data file.

Supplemental Movie 3 Click here for additional data file.

Supplemental Movie 4 Click here for additional data file.

Supplemental Table 1 Click here for additional data file.

Supplemental Table 2 Click here for additional data file.

Supplemental Table 3 Click here for additional data file.

Supplemental Table 4 Click here for additional data file.

Supplemental Table 5 Click here for additional data file.

Supplemental Table 6 Click here for additional data file.

Supplemental Table 7 Click here for additional data file.

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article.

# Supplementary material for: LSM14B is an Oocyte‐Specific RNA‐Binding Protein Indispensable for Maternal mRNA Metabolism and Oocyte Development in Mice
**Source:** Adv Sci (Weinh). 2023 Apr 21;10(18):2300043. doi: 10.1002/advs.202300043
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202300043

LSM14B is an Oocyte-Specific RNA-Binding Protein Indispensable for Maternal mRNA Metabolism and Oocyte Development in Mice

*Hui Li, Hailian Zhao, Chunhui Yang, Ruibao Su, Min Long, Jinliang Liu, Lanying Shi, Yuanchao Xue\* and You-Qiang Su\**

**Supporting Information**

**LSM14B is an Oocyte-Specific RNA-Binding Protein Indispensable for  
Maternal mRNA Metabolism and Oocyte Development in Mice**

*Hui Li<sup>#</sup>, Hailian Zhao<sup>#</sup>, Chunhui Yang, Ruibao Su, Min Long, Jinliang Liu,  
Lanying Shi, Yuanchao Xue\*, and You-Qiang Su\**

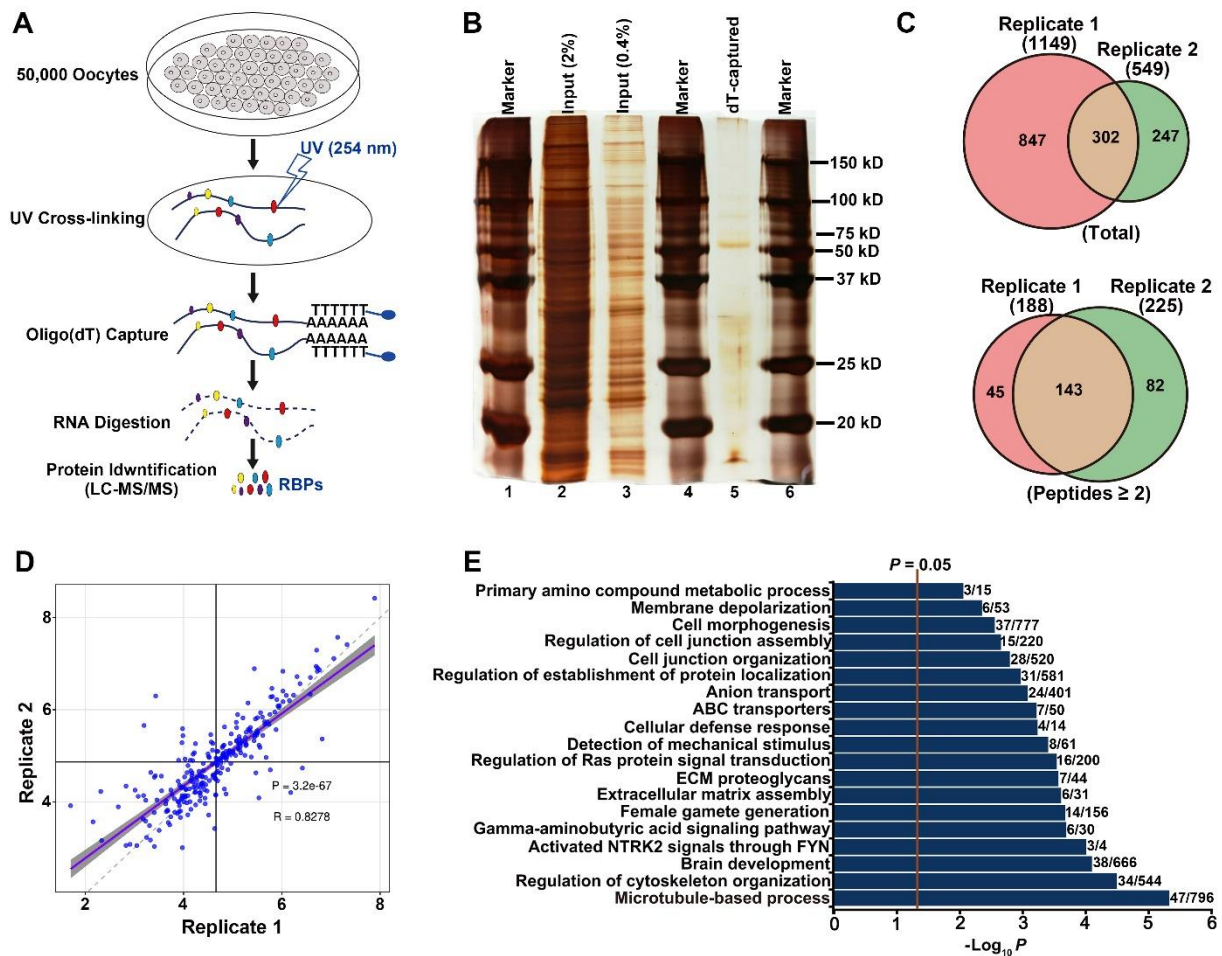

**Figure S1. Identification and characterization of the RBPs expressed in mouse oocytes.** (A) Schematic illustration of the procedure for mRNA interactome capture (RIC) in oocytes. (B) Silver staining of protein samples before (input) and after RIC (dT-captured) ( $n=2$ ). (C) Ven diagram illustrating the relationship of the RBPs identified in the two independent biological replicates. (D) Correlation plot for the intensity (iBAQ) of the RBPs identified in both biological replicates. (E) GO/KEGG terms or canonical pathways associated with the oocyte unknown RBPs that are not present in the RBPbase.

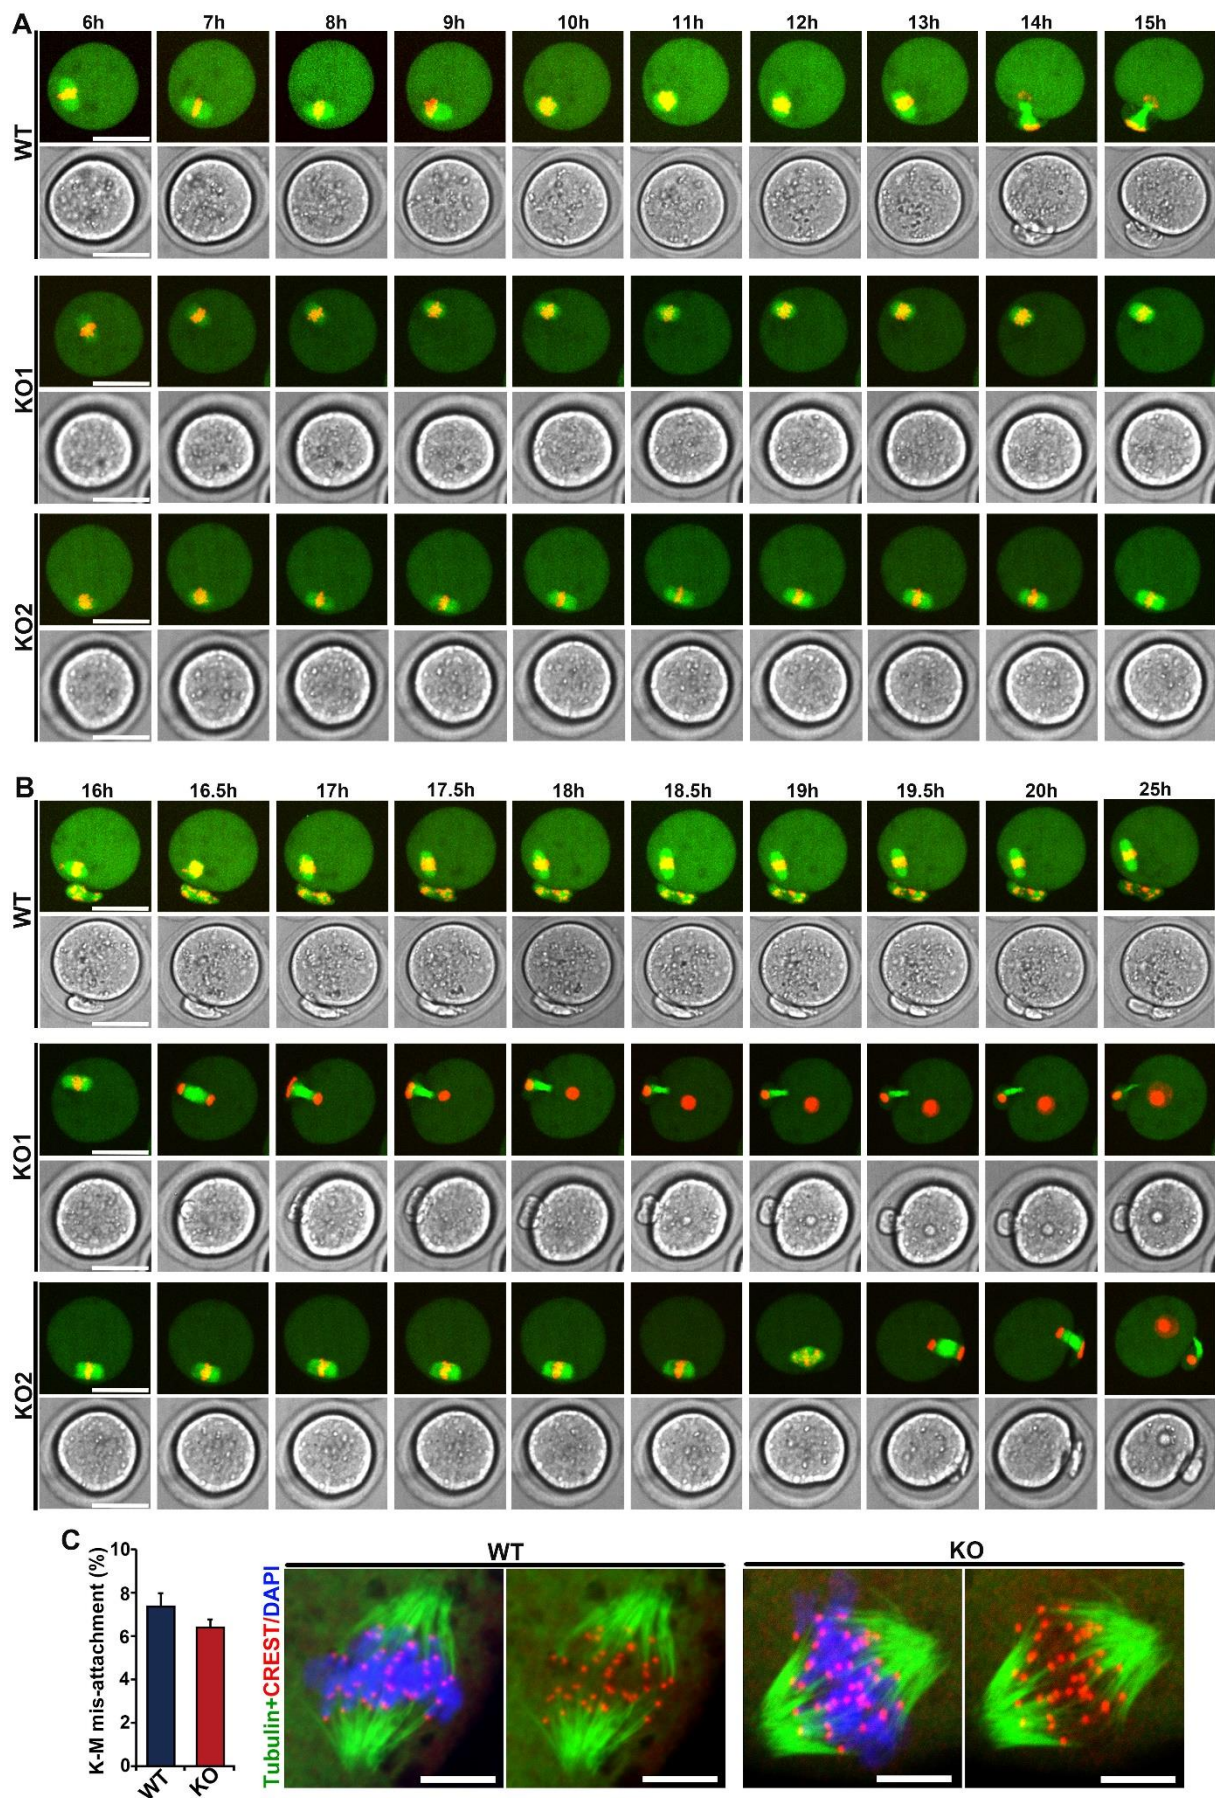

**Figure S2. Defects of the *Lsm14b*-KO oocytes in the progression of meiosis to anaphase I and metaphase II.** (A, B) Representative still images from the spinning disk confocal live

imaging of the progression of meiosis by WT and *Lsm14b*-KO oocytes in culture (n=2). Time indicates hours after oocytes being released from meiotic arrest and undergoing *in vitro* maturation (IVM). Chromosomes were labeled with H2B-mCherry (shown in red), and meiotic spindles were labeled with  $\beta$ 5-tubulin-EGFP (shown in green). Scale bars indicate 50 $\mu$ m. (C) Analysis of kinetochore–microtubule (K-M) attachment in oocytes matured *in vitro* for 8 h by IF staining following cold treatment of the oocyte. Quantification of the percentage of oocytes with mis-attached K-M is shown in the left panel. Data are the mean  $\pm$  s.e.m (n=3, a total of 25 WT- and 30 KO-oocyte spreads were evaluated). No significant difference between the WTs and KOs by Student's *t*-test. Representative micrographs of the IF staining are shown in the right panel. Microtubules, kinetochores, and chromosomes are stained in green, red, and blue, respectively. Scale bars represent 5 $\mu$ m.

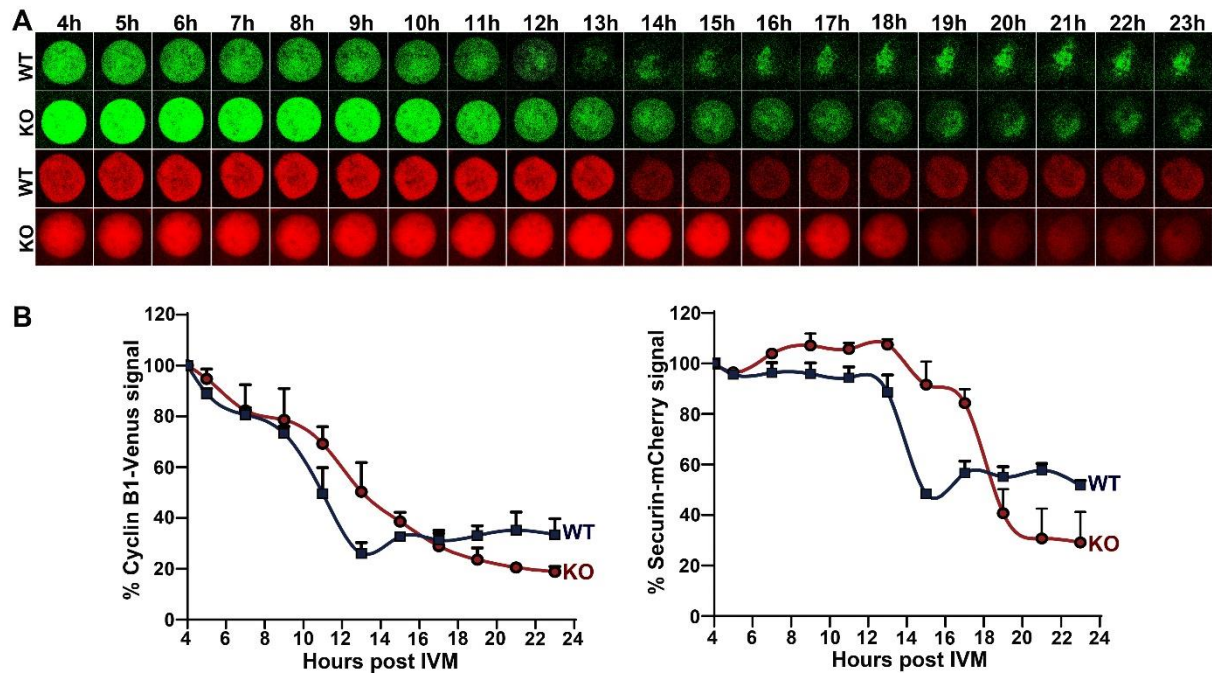

**Figure S3. Abnormal activation of anaphase promoting complex (APC) in *Lsm14b*-KO oocytes during metaphase I-to-metaphase II transition.** Oocytes were injected with the mRNAs encoding Venus-tagged CCNB1 (Cyclin B1) and mcherry-tagged PTTG1 (Securin) and, after 4h incubation, released into milrinone-free medium. Dynamic changes of the two fluorescent proteins during IVM were monitored via live-cell imaging under a spinning disk confocal microscope. (A) Representative still images of the oocyte after various hours of IVM. (B) Quantification of the dynamic changes of the CCNB1-Venus and PTTG1-mcherry in the oocyte during IVM. Data are the mean  $\pm$  s.e.m (n=3).

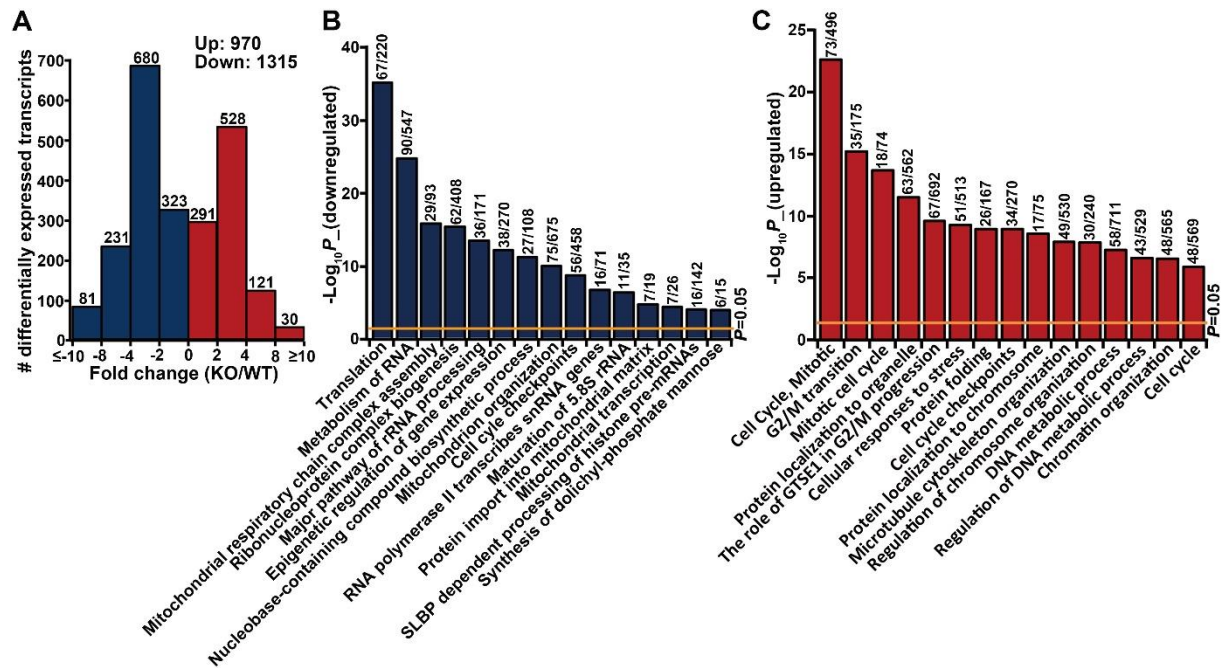

**Figure S4. Changes in the transcriptome of the *Lsm14b* KO oocyte.** (A) Distribution of the significantly changed transcripts at various levels of fold change. The number of changed transcripts in each category of fold change is indicated above the bars (n=3). (B, C) Bar graphs illustrating the enriched GO/KEGG terms or canonical pathways associated with the significantly downregulated (B) and upregulated (C) transcripts in *Lsm14b* KO GV-stage oocytes, respectively.

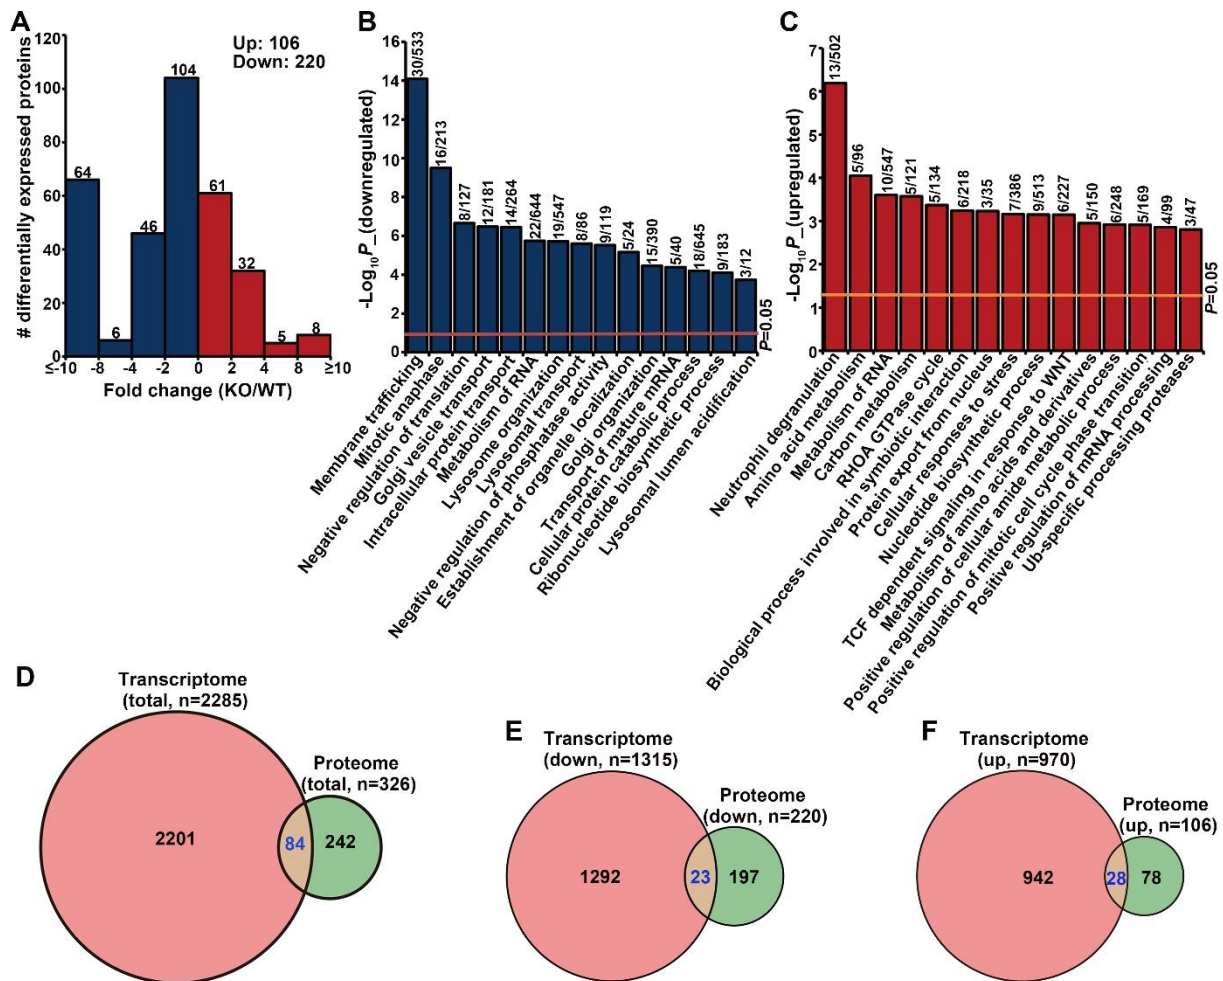

**Figure S5. Proteomic analysis of *Lsm14b*-KO oocytes.** (A) Distribution of the significantly changed proteins at various magnitudes of difference in expression levels between *Lsm14b*-KO and WT FGOs detected by LC-MS. The number of changed proteins in each category of fold change is indicated above the bars (n=3). (B, C) Bar graphs illustrating the enriched GO/KEGG terms or canonical pathways associated with the significantly down- (B) and up- (C) regulated proteins in *Lsm14b*-KO oocytes, respectively. (D-F) Venn diagrams illustrating the overlap of the transcriptomic changes with those of the proteome in *Lsm14b*-KO oocytes.

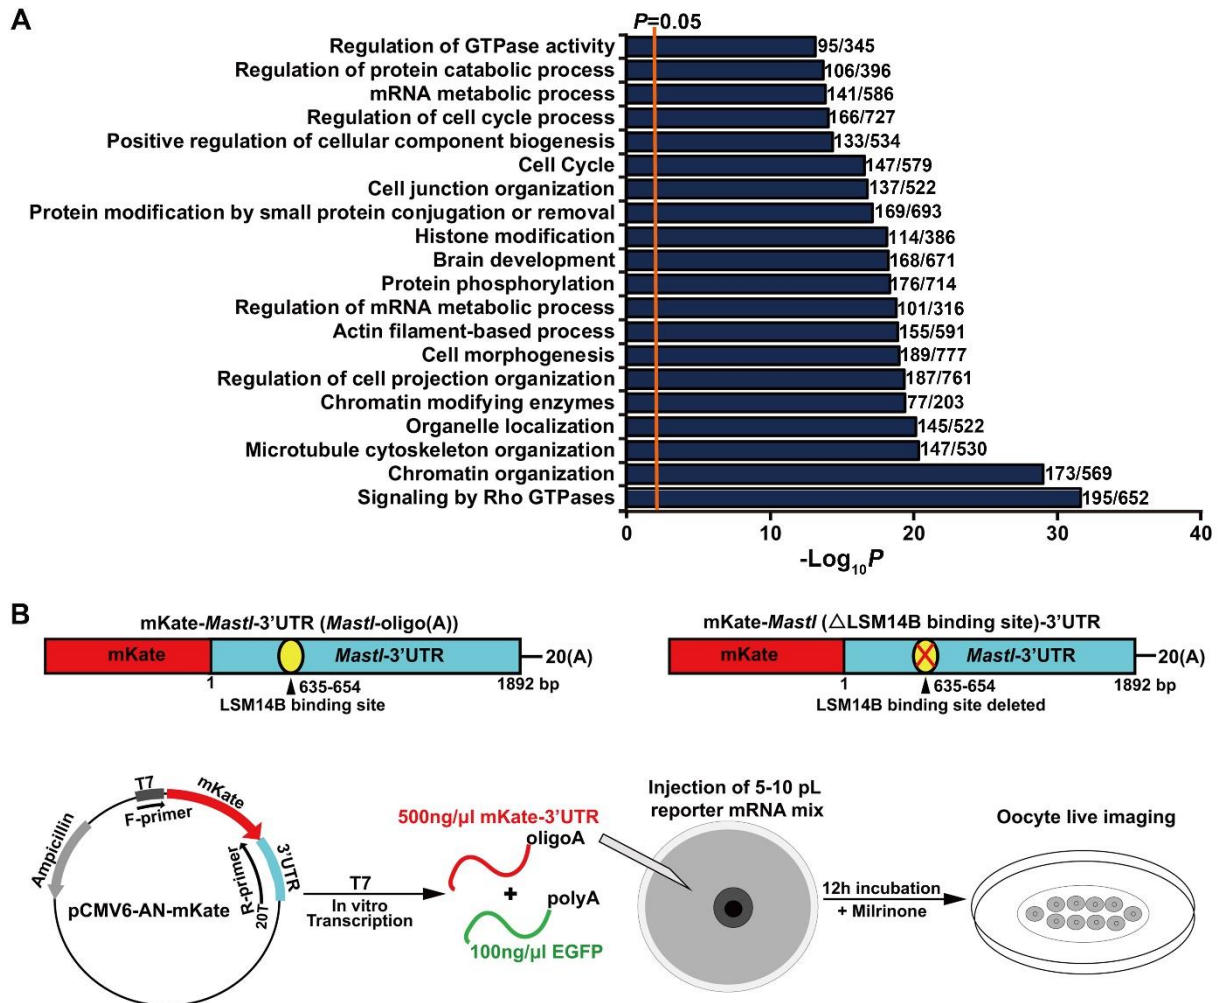

**Figure S6. Characterization and validation of the LSM14B-bound mRNAs identified by CLIP and LACE-seq in oocytes.** (A) Bar graph illustrating the enriched GO/KEGG terms or canonical pathways associated with the LSM14B-bound mRNAs identified by CLIP and LACE-seq in oocytes. (B) Schematic illustrating the live-cell imaging based 3'UTR-fluorescence reporter assay for evaluating the effect of LSMA4B binding to *Mastl*-3'UTR on *Mastl* translation. The intact or the LSM14B binding site (nt 635-654)-deleted 3'UTR of *Mastl* was cloned into the pCMV6-AN-mKate vector immediate downstream of the mKate sequence. The templates containing the T7 promoter at 5' end and 20 Ts at the 3' end for *in vitro* transcription of mKate-*Mastl*-3'UTR were then obtained by PCR amplification. The mRNAs of mKate-*Mastl*-3'UTR and mKate-*Mastl* ( $\Delta$ LSM14B binding site)-3'UTR with 20 As at the 3' end were then synthesized *in vitro* using the T7 polymerase. These mRNAs were then mixed with EGFP mRNA that contains a poly(A) tail after purification, and microinjected into the GV-stage oocytes. Live imaging was carried out after the initial incubation of the injected oocytes in milrinone medium for 12h to allow the injected mRNA expressing to a substantial level.

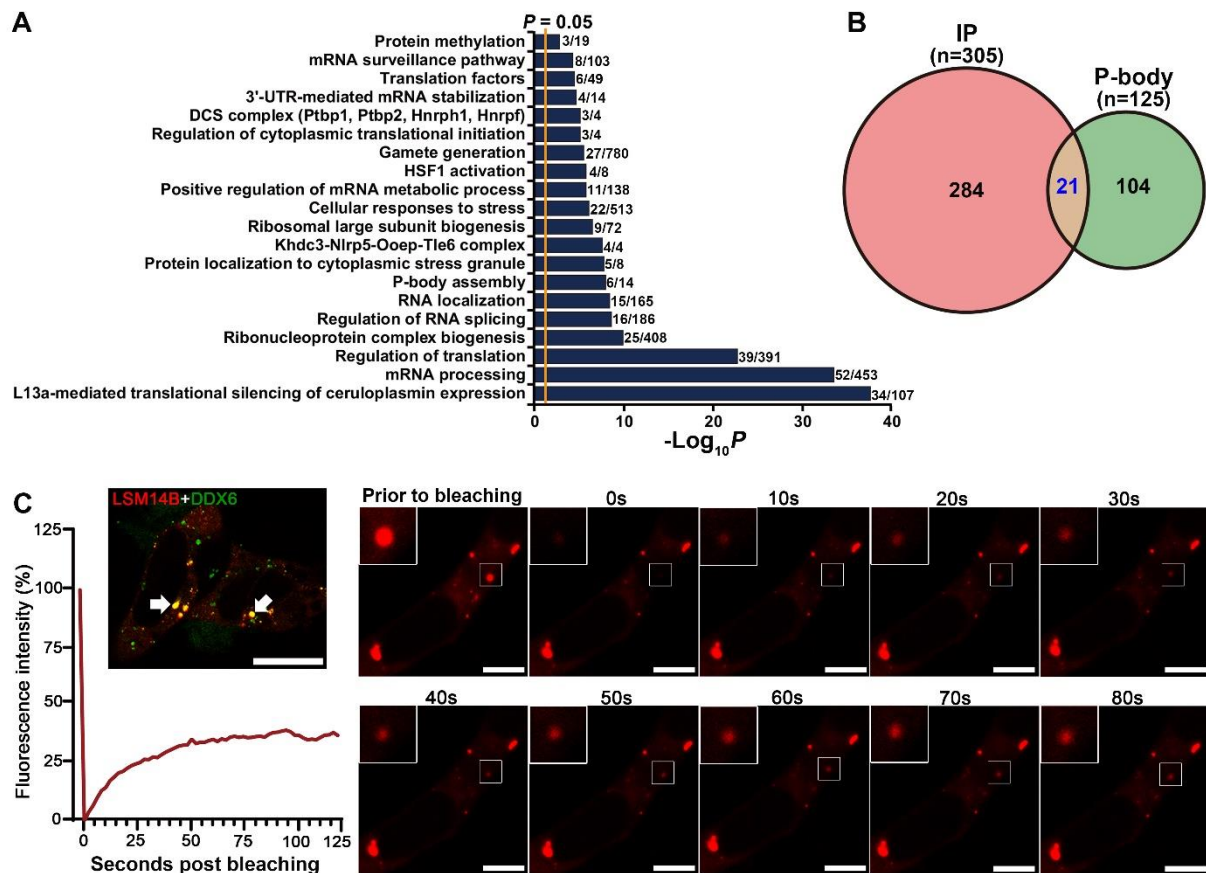

**Figure S7. Characterization of the putative LSM14B-interacting proteins identified by CoIP-MS in mouse oocytes, and the phase-separation property of LSM14B formed aggregates in HEK293 cells.** (A) Bar graph illustrating the enriched GO/KEGG terms or canonical pathways associated with putative LSM14B-interacting proteins identified by CoIP-MS. (B) Venn diagram illustrating the overlap of LSM14B-bound proteins with the P-body protein components identified by Hubstenberger et al<sup>[1]</sup>. (C) Live-cell imaging of the expression of mKate-LSM14B (in red) and EGFP-DDX6 (in green) in HEK293 cells after co-transfection with the plasmid DNAs carrying mKate-*Lsm14b* and EGFP-*Ddx6*, and FRAP analysis of the phase-separation property of the LSM14B-mKate-formed P-body-like large fluorescent puncta in live HEK293 cells. Dynamic changes of the fluorescence intensity and morphology of the mKate-LSM14B puncta (in red) before and after photo bleaching are shown in the left bar graph and the right micrographs, respectively. Insets in the up left corner are the magnified views of the boxed area before and after photobleaching. Arrows indicate the LSM14B and DDX6 co-formed P-body-like large puncta. Scale bars represent 5  $\mu$ m.

**Table S1. Primers used for PCR analyses**

| Gene             | Forward primer sequence(5'-3') | Reverse primer sequence(5'-3') | Type of application  |
|------------------|--------------------------------|--------------------------------|----------------------|
| <i>Anapc10</i>   | TCCAATTCAGAAGAAAAACAACAGT      | CCGGATTCTTGAAGGTTGTGA          | qRT-PCR              |
| <i>Bub1</i>      | AGGCTCAGCAAGTTATGTACTGC        | CTGTCTTCACTAACCCACTGC          | qRT-PCR              |
| <i>Bub3</i>      | ATTCCATGAGGCTCAAGTACCA         | GCATCGTGAGTTCCAACAAGA          | qRT-PCR              |
| <i>Ccnb2</i>     | CAGTGACTACGTGAAGGACATC         | TGGCACGCATACGTCCATTTA          | qRT-PCR              |
| <i>Cdc26</i>     | CGGAAACCGACCCGCTTAG            | ATCGCTGGTTCCTACACCTTC          | qRT-PCR              |
| <i>Cks2</i>      | GTGATTGGTTGGTGGCTTCG           | GACGCAACGACTCGAATGAG           | qRT-PCR              |
| <i>Esco2</i>     | TCCCTCAGGTGCAGTAGTTTC          | TCTTCAGGTCTTTTTGTGTTCACTG      | qRT-PCR              |
| <i>Fbxo5</i>     | TATTGCCAGCGGGAACCTTAG          | GCCAGGATGTCTAGGTGCTC           | qRT-PCR              |
| <i>Lsm14a</i>    | AGATCCGCTACGAGGGCAT            | TCGAGGCGGTATTGGACGA            | qRT-PCR              |
| <i>Lsm14b</i>    | TGCTATTGTTCAAGTCCTCCCTG        | CTAGACCTAAGGAAGCGGCAT          | qRT-PCR              |
| <i>Lsm14b-KO</i> | TCCAGTTCCATAGCCCTGAAG          | TCGTGGTATCGTTATGCGCC           | KO allele genotyping |
| <i>Lsm14b-WT</i> | TCCAGTTCCATAGCCCTGAAG          | AGTTCTCCTCTGGCTGGCAC           | WT allele genotyping |
| <i>Mapk3</i>     | ACCACATTCTAGGTATCTTGGGT        | AGTTTCGGGCCTTCATGTTAAT         | qRT-PCR              |
| <i>Mastl</i>     | TAGAGGAGTGCGTGAGTAGGA          | ACGGCTAATGGGCTTCACTAT          | qRT-PCR              |
| <i>Plk1</i>      | CCGCAATCAGGTCATTCACA           | GCCAAGCCAAAATCCCCTAT           | qRT-PCR              |
| <i>Prc1</i>      | AACTCACCTCCGGGAAATATGG         | GGATATGCTTTTGAGCAGCCT          | qRT-PCR              |
| <i>Rpl19</i>     | TCAGGCTACAGAAGAGGCTTGC         | ATCAGCCCATCCTTGATCAGC          | qRT-PCR              |
| <i>Tpx2</i>      | CACACCGTTGAAGGCAGTTG           | ACAGCTCTCTTAGCATCCAGG          | qRT-PCR              |
| <i>Wee1</i>      | ACTCCCAAGAGTTTGCTTTCCA         | AGGATCCGGAGTAAAGGGGT           | qRT-PCR              |
| <i>Wee2</i>      | TCTACAAGTGCATTAAGAGGCTG        | TAGCGTACCACATGGGGATGA          | qRT-PCR              |

**Table S2. Complete list of the “Star factor” of oogenesis identified by LACE-Seq and LSM14B-CoIP-MS and their reported functions in mouse oocytes**

| Categories of the “Star Factors”              | Name of the “Star Factors” | Phenotypes in KO mice or functions in mouse oocyte <sup>[references]</sup>                                                                                                                                                                 |
|-----------------------------------------------|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| RBPs involving RNA metabolism and translation | BTG4                       | Infertility; Early embryonic developmental arrest <sup>[2]</sup>                                                                                                                                                                           |
|                                               | CNOT6L                     | Infertility; Meiotic cell cycle arrest at prometaphase I <sup>[3]</sup>                                                                                                                                                                    |
|                                               | CPEB1                      | ZP3-promoter driven transgenic RNAi causes oocyte and follicle development defects and infertility <sup>[4]</sup> ; KO: Arrest of oogenesis at embryonic day 16.5 (E16.5), when most oocytes are in pachytene of prophase I <sup>[5]</sup> |
|                                               | DAZL                       | Defective spindle formation (Morpholino-KD) <sup>[6]</sup>                                                                                                                                                                                 |
|                                               | DDX6                       | Impaired primordial follicle formation and oocyte growth <sup>[7]</sup>                                                                                                                                                                    |
|                                               | ELAVL2                     | Infertility; Defective primordial follicle formation <sup>[7]</sup>                                                                                                                                                                        |
|                                               | ESRP1                      | Infertility; Meiotic defects <sup>[8]</sup>                                                                                                                                                                                                |
|                                               | IGF2BP2                    | Infertility; 2-Cell arrest <sup>[9]</sup>                                                                                                                                                                                                  |
|                                               | LSM14B                     | Infertility; Delayed onset of anaphase I and failure to enter MII after PBE (This study)                                                                                                                                                   |
|                                               | MARF1                      | Infertility; GV-arrest <sup>[10]</sup>                                                                                                                                                                                                     |
|                                               | PATL2                      | Subfertility; Compromised oocyte maturation and poor developmental competence of oocytes and embryos <sup>[11]</sup>                                                                                                                       |
|                                               | YBX2                       | Infertility; Mutant oocytes grow more slowly during the first wave of folliculogenesis, and aberrant spindle formation and chromosome congression during MI. <sup>[12]</sup>                                                               |
| Cell cycle regulators                         | ZAR1                       | Infertility; Zygote arrest <sup>[13]</sup>                                                                                                                                                                                                 |
|                                               | CKS2                       | Infertility; MI arrest <sup>[14]</sup>                                                                                                                                                                                                     |
|                                               | FBXO43                     | Infertility; Oocyte meiotic progression defects <sup>[15]</sup>                                                                                                                                                                            |
|                                               | MOS                        | Reduced fertility; Failure of mature eggs to arrest during meiosis, and spontaneous parthenogenetic activation of unfertilized eggs <sup>[16]</sup>                                                                                        |
| ODPF and essential oogenic regulators         | WEE2                       | Precocious meiotic resumption (siRNA and a transgenic RNA interference in oocytes) <sup>[17]</sup>                                                                                                                                         |
|                                               | BMP15                      | Subfertility; Decreased ovulation and fertilization rates <sup>[18]</sup>                                                                                                                                                                  |
|                                               | FGF8                       | Cooperate with BMP15 to promote glycolysis in cumulus cells <sup>[19]</sup>                                                                                                                                                                |
|                                               | GDF9                       | Infertility; A block in folliculogenesis at the primary follicle stage <sup>[20]</sup>                                                                                                                                                     |
|                                               | GPR3                       | Subfertility; Precocious resumption of meiosis within antral follicles independently of an increase in luteinizing hormone <sup>[21]</sup>                                                                                                 |
|                                               | IL7                        | Functioning as an oocyte-secreted factor during meiotic reentry to integrate the function of the oocyte and cumulus cells <sup>[22]</sup>                                                                                                  |
|                                               | KIT                        | KIT-KIT Ligand interactions are important regulators of oogenesis and folliculogenesis. <sup>[23]</sup>                                                                                                                                    |
|                                               | OOSP1                      | Infertility; 2-Cell arrest or 4-Cell arrest <sup>[24]</sup>                                                                                                                                                                                |
|                                               | PDE3A                      | Infertility; GV arrest <sup>[25]</sup>                                                                                                                                                                                                     |
|                                               | RSPO2                      | Rspo2 loss-of-function ovaries lack secondary follicles. <sup>[26]</sup>                                                                                                                                                                   |
| Epigenetic regulators                         | ZPs                        | ZP1: Subfertility; Early embryonic loss). ZP2: Infertility; No 2-cell embryos are formed. ZP3: Infertility; No 2-cell embryos are formed. <sup>[27]</sup>                                                                                  |
|                                               | DICER1                     | Infertility; MI arrest <sup>[28]</sup>                                                                                                                                                                                                     |
|                                               | DNMTs                      | 2-Cell arrest ( <i>Dnmt1</i> -siRNA or <i>Dnmt3a</i> -siRNA), DNMT3L: Development of mouse embryos, produced from <i>Dnmt31</i> <sup>-/-</sup> females, are arrested by embryonic day 10.5. <sup>[29]</sup>                                |

|                                                          |        |                                                                                                                                      |
|----------------------------------------------------------|--------|--------------------------------------------------------------------------------------------------------------------------------------|
|                                                          | DPPA3  | Infertility; Excessive DNA methylation at the genome-wide level, including in the promoters of inactive genes <sup>[29]</sup>        |
|                                                          | HELLS  | Centromere instability and abnormal chromosome segregation <sup>[30]</sup>                                                           |
|                                                          | HIRA   | A severe fertility phenotype; Defective development of follicles and embryo <sup>[31]</sup>                                          |
|                                                          | NPM2   | Subfertility or infertility; Failed preimplantation embryo development <sup>[32]</sup>                                               |
|                                                          | TRIM28 | Mater deletion leads to embryonic lethality due to misregulation of genomic imprinting. <sup>[33]</sup>                              |
|                                                          | UHRF1  | Infertility; Increased incidence of aneuploidy and DNA damage, abnormal pre-implantation embryonic development <sup>[29]</sup>       |
| Components of SCMC                                       | NLRPs  | NLRP4F: Decreased fecundity; Delayed preimplantation development <sup>[34]</sup> ; NLRP5: Infertility; 2-Cell arrest <sup>[35]</sup> |
|                                                          | OOEP   | Infertility; Pronuclear arrest <sup>[36]</sup>                                                                                       |
|                                                          | PADI6  | Infertility; Dispersal of the cytoskeletal sheets <sup>[37]</sup>                                                                    |
|                                                          | TLE6   | Infertility; 2-Cell arrest <sup>[38]</sup>                                                                                           |
|                                                          | ZBED3  | Reduced fecundity; Impaired and delayed development in a proportion of mutant embryos <sup>[39]</sup>                                |
| Transcriptional factors essential for oocyte development | BNC2   | Infertility; Defects in oogenesis <sup>[40]</sup>                                                                                    |
|                                                          | BWRD1  | Infertility; Pronuclear arrest <sup>[41]</sup>                                                                                       |
|                                                          | CTCF   | Meiotic defects in oocytes <sup>[42]</sup>                                                                                           |
|                                                          | FOXO3  | Infertility; Global follicular activation leading to oocyte death, early depletion of functional ovarian follicles <sup>[43]</sup>   |
|                                                          | NOBOX  | Infertility; Disruption of early folliculogenesis <sup>[44]</sup>                                                                    |

**Table S3. Information of the antibodies used in this study**

| <b>Antibodies</b>                      | <b>Source</b>                                                                               | <b>Identifier</b> |
|----------------------------------------|---------------------------------------------------------------------------------------------|-------------------|
| rabbit LSM14B                          | Bethyl                                                                                      | Cat# A305-851A-M  |
| rabbit 4E-T/Eif4E-T                    | Bethyl                                                                                      | Cat# A300-706A-M  |
| rabbit MASTL                           | Cell Signaling Technology                                                                   | Cat#12069         |
| rabbit Phospho-cdc2 (Tyr15)            | Cell Signaling Technology                                                                   | Cat#9111S         |
| rabbit WEE1                            | Abcam                                                                                       | Cat# ab233540     |
| rabbit MARF1                           | Proteintech                                                                                 | Custom-Made       |
| rabbit LSM14A                          | Abcam                                                                                       | Cat# ab229277     |
| rabbit SPIN1                           | Proteintech                                                                                 | Cat#12105-1-AP    |
| rabbit MSY2                            | Abcam                                                                                       | Cat# ab154829     |
| rabbit RBPMS2                          | Abcam                                                                                       | Cat# ab181098     |
| goat BUBR1                             | Abcam                                                                                       | Cat# ab28193      |
| rabbit CPEB1                           | Proteintech                                                                                 | Cat#13274-1-AP    |
| rabbit DDX6                            | Proteintech                                                                                 | Cat#14632-1-AP    |
| rabbit IGF2BP2                         | Proteintech                                                                                 | Cat#11601-1-AP    |
| mouse GAPDH                            | Proteintech                                                                                 | Cat#60004-1-Ig    |
| mouse BETA ACTIN                       | Proteintech                                                                                 | Cat#66009-1-Ig    |
| mouse $\alpha$ -TUBULIN-FITC           | Sigma                                                                                       | Cat# F216         |
| human CENTROMERE                       | Antibodies Incorporated                                                                     | Cat#15-234        |
| mouse UHRF1                            | Santa Cruz                                                                                  | Cat# sc-373750    |
| rabbit PATL2                           | Provided by Dr. Qing Sang and Lei Wang of Fudan University, Shanghai, China                 |                   |
| rabbit NLRP4F                          | Provided by Dr. Lei Li at Institute of Zoology, Chinese Academy of Sciences, Beijing, China |                   |
| IPKine HRP, Mouse anti-rabbit IgG LCS  | Abbkine                                                                                     | Cat# A25022       |
| Alexa Fluor-488 donkey anti- mouse IgG | Thermo Fisher Scientific                                                                    | Cat# A21202       |
| Alexa Fluor-488 donkey anti-goat IgG   | Thermo Fisher Scientific                                                                    | Cat# A11055       |
| Alexa Fluor-594 donkey anti-rabbit IgG | Thermo Fisher Scientific                                                                    | Cat# A21207       |
| Alexa Fluor-594 donkey anti-human IgG  | Jackson ImmunoResearch                                                                      | Cat#709-585-149   |

## Captions for Supplementary Videos and Datasets

### Movie S1.

Time-lapse movie of meiotic maturation of a WT oocyte expressing  $\beta$ 5-tubulin-EGFP (microtubules, green) and H2B-mCherry (chromosomes, red). Scale bar, 10  $\mu$ m.

### Movie S2.

Time-lapse movie of meiotic maturation of a *Lsm14b*-KO oocyte expressing  $\beta$ 5-tubulin-EGFP (microtubules, green) and H2B-mCherry (chromosomes, red). Scale bar, 10  $\mu$ m.

### Movie S3.

Time-lapse movie of the recovery of the LSM14B-mKate (in red) formed P-body-like large fluorescent puncta in a live HEK293 cell. Scale bar, 5  $\mu$ m.

### Movie S4.

Time-lapse movie of the recovery of the LSM14B-mKate (in red) formed P-body-like large fluorescent puncta in a live early-stage growing mouse oocyte. Scale bar, 10  $\mu$ m.

### Dataset S1.

RBPome dataset of mouse GV-stage fully-grown oocytes. Two independent *mRNA* interactome capture (RIC) experiments were carried out with each using 25000 oocytes.

### Dataset S2.

List of significantly changed transcripts in *Lsm14b*-KO oocytes identified by RNA-seq analysis (KO vs WT,  $P < 0.05$ )

### Dataset S3.

List of significantly changed proteins in *Lsm14b*-KO oocytes identified by proteomics analysis (KO vs WT,  $P < 0.05$ )

### Dataset S4.

List of LSM14B-bound mRNAs identified by CLIP and LACE-Seq analyses.

### Dataset S5.

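Dataset S5 holds, for each of 1464 transcripts, total-mRNA FPKM and polysome FPKM of 3 KO and 3 WT replicates, together with T_E_ and a P value. Its polysome FPKM are those of the deposited table, with 8676 of 8682 compared values (99.9%) equal. T_E_ of each replicate is its polysome FPKM divided by the mean total-mRNA FPKM of the genotype, so that the spread of the total-mRNA replicates does not enter it. By the paper's values, the 990 transcripts labelled as lower had a median log2 T_E_ change of -1.24, a median log2 change of total mRNA of 1.21 and a median log2 polysome change of -0.03. Polysome FPKM was lower in the KO for 506 of them (51.1%). The 474 transcripts labelled as higher had median log2 changes of 1.20 in T_E_, -0.80 in total mRNA and 0.42 in polysomes, again by the paper's values. Total mRNA was under 1 FPKM in KO or WT for 759 of the 1464 transcripts (51.8%). Among the transcripts with more total mRNA, the median log2 changes of the lower list were -1.04 in T_E_, 1.07 in total mRNA and -0.01 in polysomes. Those of the higher list were 0.98 in T_E_, -0.84 in total mRNA and 0.20 in polysomes.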

List of the mRNAs with translation efficiency significantly changed in *Lsm14b*-KO oocytes.

### Dataset S6.

List of the LSM14B-interacting proteins identified by IP-MS. Two independent *IP-MS* experiments were carried out with each using 8000 oocytes.

### Dataset S7.

List of the overlapped proteins in both the LSM14B IP-MS dataset and the P-body protein dataset.

## Supplementary References

- [1] A. Hubstenberger, M. Courel, M. Benard, S. Souquere, M. Ernoult-Lange, R. Chouaib, Z. Yi, J. B. Morlot, A. Munier, M. Fradet, M. Daunesse, E. Bertrand, G. Pierron, J. Mozziconacci, M. Kress, D. Weil, *Mol Cell* **2017**, 68 (1), 144, <https://doi.org/10.1016/j.molcel.2017.09.003>.
- [2] C. Yu, S. Y. Ji, Q. Q. Sha, Y. Dang, J. J. Zhou, Y. L. Zhang, Y. Liu, Z. W. Wang, B. Hu, Q. Y. Sun, S. C. Sun, F. Tang, H. Y. Fan, *Nat Struct Mol Biol* **2016**, 23 (5), 387, <https://doi.org/10.1038/nsmb.3204>.

- [3] Q. Q. Sha, J. L. Yu, J. X. Guo, X. X. Dai, J. C. Jiang, Y. L. Zhang, C. Yu, S. Y. Ji, Y. Jiang, S. Y. Zhang, L. Shen, X. H. Ou, H. Y. Fan, *EMBO J* **2018**, *37* (24), <https://doi.org/10.15252/embj.201899333>.
- [4] W. J. Racki, J. D. Richter, *Development* **2006**, *133* (22), 4527, <https://doi.org/10.1242/dev.02651>.
- [5] J. Tay, J. D. Richter, *Dev Cell* **2001**, *1* (2), 201, [https://doi.org/10.1016/s1534-5807\(01\)00025-9](https://doi.org/10.1016/s1534-5807(01)00025-9).
- [6] J. Chen, C. Melton, N. Suh, J. S. Oh, K. Horner, F. Xie, C. Sette, R. Blelloch, M. Conti, *Genes Dev* **2011**, *25* (7), 755, <https://doi.org/10.1101/gad.2028911> [pii].
- [7] Y. Kato, T. Iwamori, Y. Ninomiya, T. Kohda, J. Miyashita, M. Sato, Y. Saga, *EMBO Rep* **2019**, *20* (12), e48251, <https://doi.org/10.15252/embr.201948251>.
- [8] L. Yu, H. Zhang, X. Guan, D. Qin, J. Zhou, X. Wu, *Development* **2021**, *148* (2), <https://doi.org/10.1242/dev.196931>.
- [9] H. B. Liu, T. Muhammad, Y. Guo, M. J. Li, Q. Q. Sha, C. X. Zhang, H. Liu, S. G. Zhao, H. Zhao, H. Zhang, Y. Z. Du, K. Sun, K. Liu, G. Lu, X. J. Guo, J. Sha, H. Y. Fan, F. Gao, Z. J. Chen, *Adv Sci (Weinh)* **2019**, *6* (15), 1900295, <https://doi.org/10.1002/advs.201900295>.
- [10] Y. Q. Su, K. Sugiura, F. Sun, J. K. Pendola, G. A. Cox, M. A. Handel, J. C. Schimenti, J. J. Eppig, *Science* **2012**, *335* (6075), 1496, <https://doi.org/10.1126/science.1214680>.
- [11] M. Christou-Kent, Z. E. Kherraf, A. Amiri-Yekta, E. Le Blevec, T. Karaouzene, B. Conne, J. Escoffier, S. Assou, A. Guttin, E. Lambert, G. Martinez, M. Boguenet, S. Fourati Ben Mustapha, I. Cedrin Durnerin, L. Halouani, O. Marrakchi, M. Makni, H. Latrous, M. Kharouf, C. Coutton, N. Thierry-Mieg, S. Nef, S. P. Bottari, R. Zouari, J. P. Issartel, P. F. Ray, C. Arnoult, *EMBO Mol Med* **2018**, *10* (5), <https://doi.org/10.15252/emmm.201708515>.
- [12] S. Medvedev, H. Pan, R. M. Schultz, *Biol Reprod* **2011**, *85* (3), 575, <https://doi.org/10.1095/biolreprod.111.091710>.
- [13] X. Wu, M. M. Viveiros, J. J. Eppig, Y. Bai, S. L. Fitzpatrick, M. M. Matzuk, *Nat Genet* **2003**, *33* (2), 187, <https://doi.org/10.1038/ng1079>.
- [14] C. H. Spruck, M. P. de Miguel, A. P. Smith, A. Ryan, P. Stein, R. M. Schultz, A. J. Lincoln, P. J. Donovan, S. I. Reed, *Science* **2003**, *300* (5619), 647, <https://doi.org/10.1126/science.1084149>.
- [15] L. Gopinathan, R. Szmyd, D. Low, M. K. Diril, H. Y. Chang, V. Coppola, K. Liu, L. Tessarollo, E. Guccione, A. M. M. van Pelt, P. Kaldis, *Cell Rep* **2017**, *20* (3), 697, <https://doi.org/10.1016/j.celrep.2017.06.033>.
- [16] a) W. H. Colledge, M. B. Carlton, G. B. Udy, M. J. Evans, *Nature* **1994**, *370* (6484), 65, <https://doi.org/10.1038/370065a0>; b) N. Hashimoto, N. Watanabe, Y. Furuta, H. Tamemoto, N. Sagata, M. Yokoyama, K. Okazaki, M. Nagayoshi, N. Takeda, Y. Ikawa, et al., *Nature* **1994**, *370* (6484), 68, <https://doi.org/10.1038/370068a0>.
- [17] S. J. Han, R. Chen, M. P. Paronetto, M. Conti, *Curr Biol* **2005**, *15* (18), 1670, <https://doi.org/10.1016/j.cub.2005.07.056>.
- [18] C. Yan, P. Wang, J. DeMayo, F. J. DeMayo, J. A. Elvin, C. Carino, S. V. Prasad, S. S. Skinner, B. S. Dunbar, J. L. Dube, A. J. Celeste, M. M. Matzuk, *Mol Endocrinol* **2001**, *15* (6), 854, <https://doi.org/10.1210/mend.15.6.0662>.

- [19] K. Sugiura, Y. Q. Su, F. J. Diaz, S. A. Pangas, S. Sharma, K. Wigglesworth, M. J. O'Brien, M. M. Matzuk, S. Shimasaki, J. J. Eppig, *Development* **2007**, *134* (14), 2593, <https://doi.org/10.1242/dev.006882>.
- [20] J. Dong, D. F. Albertini, K. Nishimori, T. R. Kumar, N. Lu, M. M. Matzuk, *Nature* **1996**, *383* (6600), 531, <https://doi.org/10.1038/383531a0>.
- [21] L. M. Mehlmann, Y. Saeki, S. Tanaka, T. J. Brennan, A. V. Evsikov, F. L. Pendola, B. B. Knowles, J. J. Eppig, L. A. Jaffe, *Science* **2004**, *306* (5703), 1947, <https://doi.org/10.1126/science.1103974> [pii]10.1126/science.1103974.
- [22] H. Cakmak, F. Franciosi, A. M. Zamah, M. I. Cedars, M. Conti, *Proc Natl Acad Sci U S A* **2016**, *113* (9), 2424, <https://doi.org/10.1073/pnas.1519990113>.
- [23] M. A. Driancourt, K. Reynaud, R. Cortvrindt, J. Smits, *Rev Reprod* **2000**, *5* (3), 143, <https://doi.org/10.1530/ror.0.0050143>.
- [24] F. Tashiro, M. Kanai-Azuma, S. Miyazaki, M. Kato, T. Tanaka, S. Toyoda, E. Yamato, H. Kawakami, T. Miyazaki, J. Miyazaki, *Genes Cells* **2010**, *15* (8), 813, <https://doi.org/10.1111/j.1365-2443.2010.01420.x>.
- [25] S. Masciarelli, K. Horner, C. Liu, S. H. Park, M. Hinckley, S. Hockman, T. Nedachi, C. Jin, M. Conti, V. Manganiello, *J Clin Invest* **2004**, *114* (2), 196, <https://doi.org/10.1172/JCI21804>.
- [26] M. C. De Cian, E. P. Gregoire, M. Le Rolle, S. Lachambre, M. Mondin, S. Bell, C. J. Guigon, A. A. Chassot, M. C. Chaboissier, *Cell Death Differ* **2020**, *27* (10), 2856, <https://doi.org/10.1038/s41418-020-0547-7>.
- [27] P. M. Wassarman, E. S. Litscher, *Elife* **2022**, *11*, <https://doi.org/10.7554/eLife.76106>.
- [28] a) E. P. Murchison, P. Stein, Z. Xuan, H. Pan, M. Q. Zhang, R. M. Schultz, G. J. Hannon, *Genes Dev* **2007**, *21* (6), 682, <https://doi.org/10.1101/gad.1521307>; b) F. Tang, M. Kaneda, D. O'Carroll, P. Hajkova, S. C. Barton, Y. A. Sun, C. Lee, A. Tarakhovsky, K. Lao, M. A. Surani, *Genes Dev* **2007**, *21* (6), 644, <https://doi.org/10.1101/gad.418707> [pii] 10.1101/gad.418707.
- [29] Y. Li, Z. Zhang, J. Chen, W. Liu, W. Lai, B. Liu, X. Li, L. Liu, S. Xu, Q. Dong, M. Wang, X. Duan, J. Tan, Y. Zheng, P. Zhang, G. Fan, J. Wong, G. L. Xu, Z. Wang, H. Wang, S. Gao, B. Zhu, *Nature* **2018**, *564* (7734), 136, <https://doi.org/10.1038/s41586-018-0751-5>.
- [30] C. Baumann, W. Ma, X. Wang, M. K. Kandasamy, M. M. Viveiros, R. De La Fuente, *Nat Commun* **2020**, *11* (1), 4486, <https://doi.org/10.1038/s41467-020-18009-3>.
- [31] a) B. Nashun, P. W. Hill, S. A. Smallwood, G. Dharmalingam, R. Amouroux, S. J. Clark, V. Sharma, E. Ndjetehe, P. Pelczar, R. J. Festenstein, G. Kelsey, P. Hajkova, *Mol Cell* **2015**, *60* (4), 611, <https://doi.org/10.1016/j.molcel.2015.10.010>; b) R. Smith, A. Susor, H. Ming, J. Tait, M. Conti, Z. Jiang, C. J. Lin, *Development* **2022**, *149* (5), <https://doi.org/10.1242/dev.200044>.
- [32] K. H. Burns, M. M. Viveiros, Y. Ren, P. Wang, F. J. DeMayo, D. E. Frail, J. J. Eppig, M. M. Matzuk, *Science* **2003**, *300* (5619), 633, <https://doi.org/10.1126/science.1081813>.
- [33] D. M. Messerschmidt, W. de Vries, M. Ito, D. Solter, A. Ferguson-Smith, B. B. Knowles, *Science* **2012**, *335* (6075), 1499, <https://doi.org/10.1126/science.1216154>.

- [34] D. Qin, Z. Gao, Y. Xiao, X. Zhang, H. Ma, X. Yu, X. Nie, N. Fan, X. Wang, Y. Ouyang, Q. Y. Sun, Z. Yi, L. Li, *Development* **2019**, *146* (20), <https://doi.org/10.1242/dev.183616>.
- [35] Z. B. Tong, L. Gold, K. E. Pfeifer, H. Dorward, E. Lee, C. A. Bondy, J. Dean, L. M. Nelson, *Nat Genet* **2000**, *26* (3), 267, <https://doi.org/10.1038/81547>.
- [36] L. Li, B. Baibakov, J. Dean, *Dev Cell* **2008**, *15* (3), 416, <https://doi.org/10.1016/j.devcel.2008.07.010>.
- [37] G. Esposito, A. M. Vitale, F. P. Leijten, A. M. Strik, A. M. Koonen-Reemst, P. Yurttas, T. J. Robben, S. Coonrod, J. A. Gossen, *Mol Cell Endocrinol* **2007**, *273* (1-2), 25, <https://doi.org/10.1016/j.mce.2007.05.005>.
- [38] X. J. Yu, Z. Yi, Z. Gao, D. Qin, Y. Zhai, X. Chen, Y. Ou-Yang, Z. B. Wang, P. Zheng, M. S. Zhu, H. Wang, Q. Y. Sun, J. Dean, L. Li, *Nat Commun* **2014**, *5*, 4887, <https://doi.org/10.1038/ncomms5887>.
- [39] Z. Gao, X. Zhang, X. Yu, D. Qin, Y. Xiao, Y. Yu, Y. Xiang, X. Nie, X. Lu, W. Liu, Z. Yi, L. Li, *J Mol Cell Biol* **2018**, *10* (1), 74, <https://doi.org/10.1093/jmcb/mjx035>.
- [40] A. Vanhoutteghem, B. Delhomme, F. Herve, I. Nondier, J. M. Petit, M. Araki, K. Araki, P. Djian, *Mech Dev* **2016**, *140*, 53, <https://doi.org/10.1016/j.mod.2016.02.002>.
- [41] D. L. Philipps, K. Wigglesworth, S. A. Hartford, F. Sun, S. Pattabiraman, K. Schimenti, M. Handel, J. J. Eppig, J. C. Schimenti, *Dev Biol* **2008**, *317* (1), 72, <https://doi.org/10.1016/j.ydbio.2008.02.018>.
- [42] A. M. Fedoriw, P. Stein, P. Svoboda, R. M. Schultz, M. S. Bartolomei, *Science* **2004**, *303* (5655), 238, <https://doi.org/10.1126/science.1090934>.
- [43] D. H. Castrillon, L. Miao, R. Kollipara, J. W. Horner, R. A. DePinho, *Science* **2003**, *301* (5630), 215, <https://doi.org/10.1126/science.1086336>.
- [44] A. Rajkovic, S. A. Pangas, D. Ballow, N. Suzumori, M. M. Matzuk, *Science* **2004**, *305* (5687), 1157, <https://doi.org/10.1126/science.1099755>.

How the deposited data were processed for this re-analysis (not part of the article)

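RNA of the polysome and RNP pools of sucrose gradients was sequenced from GV-stage oocytes of WT and *Lsm14b*-KO mice, with 3 libraries of each pool and genotype and 12 in all. The mapping of libraries to genotype, pool and replicate came from the sample labels and protocol. The paper's methods give the same fractions, 11 to 28, for the polysome pool. The labels and the paper differ on the top sucrose concentration, 50% against 55%, and the kit named for library construction also differs between sources.

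The authors trimmed the reads, mapped them to mm10 with tophat2 2.0.13 and calculated FPKM per gene symbol and library with cufflinks 2.2.1. FPKM is scaled to the length of the transcript and to the mapped fragments of each library, so it holds no read counts. The annotation release behind the authors' gene symbols is not stated in the paper's text. The authors' deposited table also holds log2 changes between groups and between single libraries, calculated with cuffdiff 2.2.1 at default parameters. The deposited p-values and q-values of these comparisons come from the same run. The log2 changes and q-values between groups served only for the comparison of calls, and those between single libraries were not used here. The total-mRNA libraries behind T_E_, and the LACE-Seq reads, were not analysed here.

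Statistics were calculated with limma 3.58.1 in R 4.3.3, and with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. The test on log2(FPKM + 1) used linear models with empirical Bayes moderation and an intensity trend, on genes with an FPKM of at least 1 in at least 3 libraries of the comparison, and Benjamini-Hochberg adjustment at 0.05. KO and WT were compared in the polysome pool, in the RNP pool, and in the polysome-to-RNP ratio, the last as the interaction of genotype and pool over all 12 libraries. The pools were compared within each genotype. The design had no block, because the paper's methods name no pairing. The replicate numbers of the labels pair the libraries in the alternative with a block, and pair the pools of 1 genotype in a further alternative.

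Lists of transcripts came from Dataset S5 (1447 of 1464 symbols matched), the entries of Dataset S4 used here (445 of 472) and the entries of Dataset S2 used here (1955 of 1998), with other symbols of the same gene matched through the synonyms of a RefSeq gene table. The 42 transcripts of Figure 5B were read from the figure. Each list was described by its median change less that of all genes tested, and by its percentile among 10000 random lists of the same size drawn within 20 bins of mean expression. The interval of the correlation with T_E_ came from 2000 bootstrap draws of genes. Gene positions, transcript length and GC content came from GENCODE M21 on GRCm38.

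The genes named are *Lsm14b*, *Lsm14a*, the transcripts of Figures 5B and 3D, the star factors of Table S2, and for each test the 3 genes with the largest change in each direction among those past the threshold, moved alike in each same-numbered pair, and with a mean of at least 5 FPKM. The somatic-cell markers and *Mir300* fall outside this rule. The markers were listed before their values were looked up, and *Mir300* was named after its values were seen.

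Depth was estimated from the steps of low FPKM values, at 4.82 to 7.84 M fragments (M, mega) per library, on the assumption that the authors' effective transcript length is the annotated length less 200 bases. The methods were tested on simulated data. With 200 of 9536 genes changed by 1 on the log2 scale, 84 genes were called, of which 4.76% were false, and with a change of 2, 199 genes were called, of which 4.02% were false. The changed genes were drawn only from those above about 5 FPKM in WT polysomes. A list shifted by -0.2 was found at a shift of -0.207, and a list with no shift at percentile 57.55.

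The models, the main lists of transcripts, the rule for naming genes and the alternatives were set before the data were examined, except the pairing of pools without an intensity trend, which was chosen after seeing the data. The tests of technical explanations came later. Those by other splits, rescaling, depth and the total-mRNA values of Dataset S5 were chosen after the results were seen, and those of GC content and length on the ratio and on the LACE-Seq list after the pattern was seen. The RNP changes of the lists and the division of lists by other lists were also not among the tests set beforehand. The alternatives tried were pseudocounts of 0.1 and 5, no filter on low values and a filter at 5 FPKM, libraries rescaled to the same median, quantile normalization, the replicate number as a block, no intensity trend, the pairing of pools within a genotype, and each replicate left out in turn. Term enrichment of the T_E_ lists was left out, because no gene ontology annotation was used here, and T_E_ against total mRNA was taken only from the paper's table.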

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

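The comparisons with other splits of the libraries, with rescaled libraries and with estimated depth were chosen only after the results were seen, and the test of GC content on the polysome-to-RNP ratio after the result but before its own outcome was known.

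The RNP pool, which the paper's text does not analyse, held 2057 genes that differed between KO and WT among 9931 tested, 1044 higher and 1013 lower, and 3385 genes at an unadjusted p under 0.05. The balance was 1197 higher and 947 lower after rescaling. It turned when KO replicate 1, 2 or 3 was left out, to 548 higher and 707 lower, 538 and 721, and 555 and 743. With all libraries kept it also turned, to 887 higher and 912 lower with the replicate block and 706 and 805 without the trend. A pseudocount of 0.1 gave 932 and 941, and no filter on low values 761 and 764. The balance did not turn with a pseudocount of 5, the filter at 5 FPKM, quantile normalization or a WT replicate left out. By the rule on abundance and pairs, *Hist1h1e*, *Chrdl1* and *Tceal8* had the largest rises and *Pnpla3*, *Lsm14b* and *Pard6g* the largest falls. *Tceal8* was listed at 90.7, 104 and 84.3 FPKM in KO and at 7.12, 7.30 and 11.6 FPKM in WT RNP libraries, a log2 change of 3.30 (standard error 0.22). Of the 4 splits of the 6 RNP libraries that part all 3 same-numbered pairs, 1 split, the real one, called as many genes. The other 3 called 0 genes, with 240 to 255 at an unadjusted p under 0.05, and the 6 splits that part 1 of the pairs called 0, with 223 to 250. Those splits mix the genotypes, which widens the spread within their groups. The smallest share of splits is also fixed by the number of libraries, so the splits could not decide whether the count can be told apart from an accident of grouping. Rescaling each library to the same median kept 96.8% of the called genes, which goes against a few abundant genes setting the counts. The estimated depth of KO libraries was 1.02 times that of WT libraries, and the ranges overlapped. After each library was centred within bins of GC content and transcript length, 89.9% of the called genes were still called. The share of genes called within 10 Mb of *Lsm14b* was 1.08 times that elsewhere, so no excess like that of a linked strain variant was seen in the RNP pool. The markers of follicle somatic cells lay at percentile 98.96 of random lists, so that RNA from somatic cells in the KO samples remains a candidate source of part of the rises. Reads shared between paralogs were not tested. The pattern may hold a change of mRNA levels in KO oocytes. Part of the 1044 rises cannot be told apart from somatic RNA, which was not tested as a source of the 1013 falls.

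The KO change differed between the polysome and RNP pools for 26 genes, 9 with a higher and 17 with a lower polysome-to-RNP ratio in the KO, by the interaction of genotype and pool in limma, and 1220 genes had an unadjusted p under 0.05. Of the genes named by the rule the largest change was that of *Tmsb4x*, from 15.5, 12.2 and 6.89 FPKM in WT polysomes and 0, 0 and 1.09 FPKM in WT RNP to 0, 1.95 and 1.67 FPKM in KO polysomes and 7.34 ± 3.42 FPKM in KO RNP (SD, n = 3). Among the 4 splits of the 6 gradients that part all 3 same-numbered pairs, 1 split, the real one, called as many genes. The other 3 called 0 genes, with 268 to 336 at an unadjusted p under 0.05, and here too the smallest possible share is fixed. Centring within bins of GC content and transcript length kept 96.0% of the genes that could be placed, 24 of 25. Leaving out any one KO replicate gave 0 genes, with 852 to 882 at an unadjusted p under 0.05. A change of ribosome loading of single transcripts may be present, but the number of genes depends on each of the KO replicates, and the splits could not decide whether it can be told apart from an accident of grouping.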

How the results depend on the processing

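Of the tests in this part, the pairing of pools without an intensity trend and the centring on GC content and length for the ratio were chosen after seeing the data.

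The number of genes that differed between KO and WT polysomes was 989. It was 545 with no filter on low values and 508 without the intensity trend in limma, and from 383 to 790 across the 6 fits that each left out one replicate. The RNP pool gave 2057 genes, and from 1255 to 1911 with a replicate left out. For the polysome-to-RNP ratio the 26 genes became 6 without the trend and from 0 to 26 with a replicate left out, where the fits with 0 genes had 880, 882 and 852 genes at an unadjusted p under 0.05. The comparison of the WT pools gave 1406 genes, 728 without the trend and from 587 to 648 with a replicate left out. The KO pools gave 2881 genes, and from 1706 to 2087 with a replicate left out. Pseudocounts of 0.1 and 5, the filter at 5 FPKM, rescaling to the same median and quantile normalization kept each of these 5 counts within 1.5 times its value. The cause of the changes was not tested.

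Same-numbered WT and KO libraries came from different mice, and they did not deviate together, with mean correlations of -0.0096 in polysomes and 0.0113 in the RNP pool. With the replicate number as a block, 672 genes were called in polysomes, 1799 in the RNP pool, 11 for the ratio, 1165 between the WT pools and 2720 between the KO pools. Of the genes called with the block, centring within bins of GC content and transcript length kept 92.5% in polysomes, 89.4% in the RNP pool and 60.0% (6 of 10) for the ratio. With each polysome library paired with the same-numbered RNP library of its genotype, the ratio gave 0 genes with the trend (1129 at an unadjusted p under 0.05) and 0 without it (1003 at an unadjusted p under 0.05).

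The median shifts of the Dataset S5, Figure 5B and LACE-Seq lists kept their direction under the alternatives run, except that the ratio of the Figure 5B transcripts was 0.024 above the median of all genes after quantile normalization, against -0.026 as reported, and the cause was not tested. The lower-T_E_ list stayed lower than nearly all random lists in polysomes, at a shift from -0.16 to -0.07, and in the ratio, from -0.15 to -0.08. The Spearman correlation of the paper's T_E_ change with the ratio, which share their polysome values, was from 0.336 to 0.419 with a replicate left out.

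Of 199 results for named genes, 23 values under an alternative passed the threshold where the reported one had not, 168 no longer passed and 64 had the opposite sign. The signs below changed for genes whose reported change was smaller than its standard error, and the cause was not tested. With a replicate left out, the polysome change was from -0.42 to 0.13 for *Lsm14a*, -0.075 to 0.21 for *Tgfb2*, -0.047 to 0.25 for *Paip2b*, -0.042 to 0.21 for *Igf2bp2*, -0.019 to 0.26 for *Ybx2* and -0.27 to 0.33 for *Bnc2*. The polysome-to-RNP ratio changed sign in the same way, with log2 changes from -0.22 to 0.23 for *Lsm14a*, -0.042 to 0.10 for *Aurka*, -0.20 to 0.082 for *Fbxo34*, -0.15 to 0.11 for *Mastl*, -0.12 to 0.019 for *Wee2*, -0.45 to 0.036 for *Nlrp4c* and -0.0096 to 0.20 for *Nlrp4e*. Its change was from -0.021 to 0.034 for *Padi6*, -0.081 to 0.12 for *Bmp15*, -0.025 to 0.26 for *Pde3a*, -0.094 to 0.24 for *Tgfb2*, -0.035 to 0.18 for *Dcp1a*, -0.70 to 0.60 for *Ddx4* and -0.048 to 0.087 for *Stau1*. For others it was from -0.024 to 0.30 for *Cnot6l*, -0.41 to 0.10 for *Dazl*, -0.42 to 0.021 for *Elavl2*, -0.055 to 0.18 for *Igf2bp2*, -0.026 to 0.85 for *Fgf8*, -0.43 to 0.070 for *Gpr3* and -0.18 to 0.70 for *Il7*. The last of these changes were from -0.036 to 0.17 for *Rspo2*, -0.15 to 1.10 for *Hira*, -0.21 to 0.19 for *Npm2*, -0.28 to 0.19 for *Bnc2* and -0.15 to 0.64 for *Ctcf*. With a pseudocount of 5 the change was 0.20 for Ddx4, polysome-to-RNP ratio KO vs WT, -0.00134 for Stau1, polysome-to-RNP ratio KO vs WT, and 0.00197 for Npm2, polysome-to-RNP ratio KO vs WT. After rescaling to the same median that of *Stau1* was -0.00297. After quantile normalization it was 0.021 for *Wee2*, -0.10 for *Padi6*, -0.27 for *Bmp15* and -0.0090 for *Bnc2*.

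Depth limits the weakly expressed genes. The shallowest library was a KO polysome library of an estimated 4.82 M fragments (M, mega). In it, 1 fragment was worth 0.2075 FPKM at an effective transcript length of 1 kb, which is shorter than the annotated length. A gene of that effective length at the filter of 1 FPKM thus rested on a handful of fragments. Changes by 1 on the log2 scale were recovered for 40.0% of simulated genes at this number of libraries. The simulated changes were placed only in genes above about 5 FPKM in WT polysomes. The simulation thus says nothing on recovery of genes near the filter.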

Differences from the paper's values

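Of the tests set beside the paper here, only the pairing of pools without an intensity trend was chosen after seeing the data.

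The paper reports 1465 transcripts with a changed T_E_, calculated against total mRNA. The polysome-to-RNP ratio differed between KO and WT for 26 genes here at an adjusted p from limma under 0.05. Under the alternatives set before the data were examined it was 0 to 36 genes, and none of these adjusted counts closed the gap. At an unadjusted p from limma under 0.05 the ratio differed for 1220 genes. The paper's text names no adjustment for T_E_, and Dataset S5 gives a P value, so the thresholds can differ as well. The pairing of pools without an intensity trend gave 0 genes (1003 at an unadjusted p under 0.05).

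Of the 42 transcripts in Figure 5B, the paper gives a reduced T_E_ to 39. The polysome-to-RNP ratio was lower in the KO for 19 of them here, and for 18 to 22 under the alternatives set before the data were examined, none of which closed the gap.

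The paper gives a lower T_E_ to 74.5% of the LSM14B-bound transcripts with changed T_E_. Among the Dataset S4 entries used here, the polysome-to-RNP ratio was lower in the KO for 30.4% of such transcripts, and for 26.5% to 37.3% under the alternatives set before the data were examined, none of which closed the gap. In each of these 3 comparisons the RNP pool takes the place of total mRNA.

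The paper lists the ratio of polysome-loaded to total mRNA as changed for transcripts whose polysome-to-RNP ratio was not called here. Of the transcripts in Dataset S5, 8 were called at an adjusted p under 0.05. At an unadjusted p from limma under 0.05 there were 200 in the lower-T_E_ list and 86 in the higher-T_E_ list. Alternatives that called further ones were the filter at 5 FPKM (8 further transcripts), quantile normalization (6), rescaling to the same median (4), no filter on low values (2) and leaving out WT replicate 1 (1), WT replicate 2 (1) or WT replicate 3 (5). Among the Figure 5B transcripts, *Nobox* was called with the filter at 5 FPKM, after rescaling and after quantile normalization, and *Nlrp14* after quantile normalization, both with a lower ratio in the KO.

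The heatmap of Figure 5B shows a lower T_E_ in the KO for most of its transcripts. In polysomes 29 of the 42 had higher FPKM in the KO here. T_E_ divides polysome-loaded by total mRNA, so these are different quantities and not in conflict. The polysome FPKM of Dataset S5 equal those used here in 8676 of 8682 compared values. Total mRNA rises for most of the 42 in the paper's table. *Nobox*, for example, has log2 changes of 2.40 in total mRNA and -0.83 in T_E_ there, and a polysome change of 1.57 here.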

Other observations

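The tests by other splits, by rescaling and by depth for polysomes and the test on the total-mRNA values of Dataset S5 were chosen only after their results were seen, and the test of GC content and length on the LACE-Seq list was chosen after the pattern was seen, while the RNP changes of lists and of parts of lists were added to the tests once the data were at hand.

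The 989 genes that differed between KO and WT polysomes were put to the same tests as the RNP pool. Of the 4 splits that part all 3 same-numbered pairs, 1 split, the real one, called as many genes. The other 3 called 0 genes, with 272 to 349 at an unadjusted p under 0.05, and the 6 splits that part 1 of the pairs called 0, with 255 to 381. Rescaling kept 97.4% of the called genes. The estimated depth of KO polysome libraries was 0.798 times that of WT polysome libraries, with overlapping ranges. Centring within bins of GC content and transcript length kept 85.8% of the genes. The share of genes called within 10 Mb of *Lsm14b* was 1.52 times that elsewhere, 8 of 51 genes (15.7%) against 10.3%. This is below the excess of 2 times set for a linked strain variant, but a smaller part of such a variant in these 8 calls is not excluded, and a window of 51 genes says nothing on the other calls. Rescaling and centring go against a few abundant genes and GC content and length as the whole explanation, while RNA from follicle somatic cells, at percentile 99.26, remains possible for part of the higher calls. The higher calls cannot be told apart from that source in part. More genes were also detected in each KO than in each WT polysome library, which was not tested as a source of higher calls. The other splits mix the genotypes and the smallest share is fixed, so the splits could not decide whether the pattern can be told apart from an accident of grouping.

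A list of 10 markers of granulosa and other follicle somatic cells was written before their values were looked up. Their median polysome change lay 0.84 above that of all genes, and their median RNP change 0.35 above, at percentiles 99.26 and 98.96 of random lists matched on expression, among genes tested without a filter. *Inha* was listed at 51.4, 39.4 and 39.5 FPKM in KO polysomes and at 9.58, 0 and 8.11 FPKM in WT polysomes. *Inhba* was listed at 3.72, 8.27 and 11.9 FPKM in KO and at 0.252, 0 and 0 FPKM in WT polysomes. *Fshr* was listed at 4.36, 3.14 and 6.74 FPKM in KO and at 0, 0 and 0.700 FPKM in WT polysomes. *Cyp19a1* was not higher in KO polysomes, at 14.6, 23.5 and 34.5 FPKM against 62.0, 19.0 and 32.0 FPKM in WT polysomes. *Amhr2* and *Foxl2* were listed at 0 in each polysome library. The values are consistent with more somatic RNA in the KO samples, and an expression of *Inha* and *Inhba* by KO oocytes themselves was not told apart from it. Whether somatic RNA could lower the share of other transcripts was not tested.

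The KO changes of the RNP and polysome pools were correlated across 10949 genes, with a Pearson correlation of 0.569 that genes, not being independent replicates, give no p-value for. Other splits of the 6 gradients that part all 3 same-numbered pairs gave 0.129, 0.148 and 0.158. A change of mRNA level in both pools may lie behind this, but the other splits mix the genotypes and 4 splits are too few, so they could not decide whether it can be told apart from an accident of grouping. Of the genes tested, 26 had a different change in the 2 pools.

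The lower-T_E_ list of Dataset S5 had little change in polysomes. In the paper's own table its total mRNA had a median log2 change of 1.21 and its polysome FPKM a median of -0.03, so by the medians the T_E_ change of this list lay almost wholly in its denominator. The list was chosen by the ratio of these values, and a rise of total mRNA cannot be told apart from a choice of transcripts by noise in it. If the mRNA level were higher in KO oocytes, the RNP pool could be higher too. The RNP change of the list lay 0.03 above that of all genes, at percentile 84.4 of random lists, within their middle range. The transcripts of the list inside the Dataset S2 entries used here had a larger RNP change, 0.17 above that of all genes, at percentile 99.92, and those outside had a change of -0.03 against all genes, at percentile 20.1. The Dataset S2 entries not used hold the largest rises of total mRNA, so the outside transcripts can include them. The division thus cannot tell which part of the list has a higher mRNA level. That level stays open for the transcripts of the list. If these transcripts moved from polysomes to RNP, the polysome-to-RNP ratio would be lower, and it was shifted by -0.138, but the polysome values took part in choosing the list. Random lists matched on expression had a middle range from -0.098 to -0.030 for this ratio. Across the transcripts of Dataset S5, the paper's total-mRNA change had a Spearman correlation of 0.193 with the polysome change (1425 genes) and of 0.291 with the RNP change (1408 genes) measured here.

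The LACE-Seq listed transcripts had a median RNP change of -0.20 against all genes, with 0 of 10000 random lists as low, and a polysome-to-RNP ratio 0.14 above all genes, or 0.05 to 0.16 above with a replicate left out. Among random lists matched on GC content and transcript length, the ratio lay at percentile 99.83, so these properties do not account for it by themselves. A candidate explanation is that LSM14B holds bound transcripts in, or protects them within, the RNP pool. But the listed transcripts are those with the most LACE-Seq reads, which also depends on abundance and translation, and neither was tested further. Dataset S4 holds further bound transcripts, so the random lists can hold them too. The test thus set the most-read transcripts against other genes, not bound against unbound ones, and cannot decide on this explanation.

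The polysome and RNP pools differed for 2881 of 9851 genes in the KO, 1523 higher in polysomes and 1358 higher in the RNP pool, and for 1406 of 9574 genes in WT. With the replicate number as a block 2720 genes were called in the KO, where same-numbered pools had a mean correlation of -0.0063 in their deviations. In each genotype, of the 4 splits that part all 3 same-numbered pairs, 1 split, the real one, called as many genes. The other 3 called 0 genes in the KO, with 193 to 245 at an unadjusted p under 0.05, and at most 1 in WT, with 280 to 293. These splits mix the pools, and they could not decide whether the counts can be told apart from an accident of grouping. Replicates lay closer together in the KO than in WT in both pools, and whether this explains the larger count was not tested. The largest differences in the KO were those of *2300002M23Rik*, *Atp6ap2* and *Ldhb* toward polysomes and of *Hist1h2ba*, *Dyrk3* and *Gm19299* toward the RNP pool.

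Of 41 star factors of Table S2 found in the deposited table, 6 were called lower and 11 higher in KO polysomes, and 0 had a called polysome-to-RNP ratio, with 13 at an unadjusted p under 0.05. Of the 13 transcripts in Figure 3D, 0 were called lower and 4 higher in KO polysomes (10 at an unadjusted p under 0.05), and 0 had a called ratio, with 2 at an unadjusted p under 0.05.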
